# Combined Targeting of Estrogen Receptor Alpha and XPO1 Prevent Akt Activation, Remodel Metabolic Pathways and Induce Autophagy to Overcome Tamoxifen Resistance

**DOI:** 10.3390/cancers11040479

**Published:** 2019-04-04

**Authors:** Eylem Kulkoyluoglu-Cotul, Brandi Patrice Smith, Kinga Wrobel, Yiru Chen Zhao, Karen Lee Ann Chen, Kadriye Hieronymi, Ozan Berk Imir, Kevin Duong, Caitlin O’Callaghan, Aditi Mehta, Sunati Sahoo, Barbara Haley, Hua Chang, Yosef Landesman, Zeynep Madak-Erdogan

**Keywords:** breast cancer, endocrine resistance, nuclear transport pathways, XPO1, ERα, metabolic rewiring

## Abstract

A majority of breast cancer specific deaths in women with ERα (+) tumors occur due to metastases that are resistant to endocrine therapy. There is a critical need for novel therapeutic approaches to resensitize recurrent ERα (+) tumors to endocrine therapies. The objective of this study was to elucidate mechanisms of improved effectiveness of combined targeting of ERα and the nuclear transport protein XPO1 in overcoming endocrine resistance. Selinexor (SEL), an XPO1 antagonist, has been evaluated in multiple late stage clinical trials in patients with relapsed and/or refractory hematological and solid tumor malignancies. Our transcriptomics analysis showed that 4-Hydroxytamoxifen (4-OHT), SEL alone or their combination induced differential Akt signaling- and metabolism-associated gene expression profiles. Western blot analysis in endocrine resistant cell lines and xenograft models validated differential Akt phosphorylation. Using the Seahorse metabolic profiler, we showed that ERα-XPO1 targeting changed the metabolic phenotype of TAM-resistant breast cancer cells from an energetic to a quiescent profile. This finding demonstrated that combined targeting of XPO1 and ERα rewired the metabolic pathways and shut down both glycolytic and mitochondrial pathways that would eventually lead to autophagy. Remodeling metabolic pathways to regenerate new vulnerabilities in endocrine resistant breast tumors is novel, and given the need for better strategies to improve therapy response in relapsed ERα (+) tumors, our findings show great promise for uncovering the role that ERα-XPO1 crosstalk plays in reducing cancer recurrences.

## 1. Introduction

The nuclear hormone receptor estrogen receptor alpha (ERα) is present in approximately 70% of both early and late stage human breast cancers [1,2]. ERα is targeted by endocrine therapies that are well tolerated and provide long-term disease-free survival if patients have localized disease [1]. Unfortunately, 30% of patients with ER positive (ER (+)) disease experience recurrence and metastasis, and there is a consistent long-term risk of death due to recurrent breast cancer with an even greater risk after 7 years [3,4,5,6,7]. Moreover, the 5-year relative survival of patients with ER (+) metastatic disease is 24%- almost none are cured and each year more women with recurrent ER (+) metastatic tumors die compared to women with ER (−) tumors [2,8]. 

Endocrine therapy is regarded as an effective treatment option for ER (+) metastatic cancer. Unfortunately, endocrine-resistance develops during the course of initial and subsequent endocrine treatment in almost all patients and occurs through various mechanisms including the mutational alterations in the ESR1 gene sequence, dysregulation in signaling pathways (i.e., Her2 signaling) and changes in drug uptake and metabolism [9]. Endocrine-resistant patients require increasingly toxic therapies. These are not optimal in terms of pharmacological properties due to poor tolerance and side effects that decrease the quality of the patient’s life. Thus, endocrine resistance remains a significant clinical problem. A novel therapeutic approach to resensitize ER (+) metastatic tumors to endocrine therapies together with methods to select patients likely to benefit from this approach is needed. Without new strategies, many patients with ER (+) tumors will continue to face diminished prospects for long-term survival being prescribed regimens that decrease their quality of life without receiving clinical benefit.

Tamoxifen (TAM) remains the “first-in-line” endocrine therapy and is regarded as one of the most effective treatments for patients diagnosed with ER (+) breast cancer. While several recent trials showed that aromatase inhibitors (AIs) in combination with ovarian suppression were effective in premenopausal breast cancer treatment, the American Society for Clinical Oncology (ASCO) continues to recommend TAM for premenopausal women [5]. This may be attributed to the observation that AIs may also have significant adverse side effects in some postmenopausal women, such as increased joint pain, bone fractures, and risk of cardiovascular disease [1,5,10]. Therefore, TAM remains as an important endocrine therapeutic agent in both pre- and post-menopausal women and is expected to continue to be widely used for some time. 

In our previously published study, which sought to understand the mechanism of TAM resistance in a preclinical setting, we identified a group of nuclear transport proteins, including exportin 1 (XPO1), which were upregulated in TAM-resistant cell lines and tumors [11]. Importantly, XPO1 upregulation caused nuclear export of ERK5, which is necessary in the nucleus for proper transcriptional response of ERα to TAM. Moreover, when ERK5 translocates to the cytoplasm, it can partner with other cytoplasmic proteins, including actin reorganization proteins that contribute to cancer cell motility. However, it is not known whether XPO1 activates other mechanisms that may be targeted by therapies in current use, specifically for endocrine therapy resistant and ER (+) breast cancers. 

Based on previous studies, [11,12,13], we hypothesized that ERα and XPO1 work together to drive TAM-resistance, and that combined targeting would more effectively sustain tumor regression than targeting either protein alone. Specifically, we showed that XPO1 mRNA levels were higher in Luminal B subtype of tumors which are more refractory to endocrine treatments, and that high XPO1 expression values were associated with a poor outcome in all women who were treated with TAM [11]. Therefore, XPO1 could be an excellent therapeutic target in breast cancer as XPO1 is already targeted in other therapy-resistant cancers with the highly specific small molecule inhibitor SEL, which is an orally active and well-tolerated drug [14,15]. Our rationale is that targeting XPO1 together with ERα is clinically relevant and combining TAM with SEL potentially offers higher efficacy, specificity, and lower toxicity for the treatment of endocrine resistant, recurrent ER (+) breast cancer. 

To evaluate the effects of combining TAM (4-OHT) with SEL, in the present study we used transcriptome analysis and found that the combination differentially modulated Akt signaling-associated gene expression as well as glycolytic and mitochondrial gene expression programs. Because of differential changes in Akt phosphorylation with 4-OHT and/or SEL, we hypothesized that metabolic pathways associated with Akt activity and consequently the metabolic profile of breast cancer cells would change in the presence of 4-OHT and SEL. We demonstrated that combined targeting of XPO1 and ERα in TAM-resistant cell lines shuts down metabolic pathways that would eventually lead to autophagy. Our studies provide a novel mechanism of action of combined targeting of ERα and XPO1 to overcome TAM resistance in recurrent ERα (+) breast cancer. 

## 2. Materials and Methods

### 2.1. Cell Culture and Ligand Treatments

All cell lines were obtained from American Type Culture Collection (Waltham, MA, USA). MCF-7 cells were cultured in Improved Minimal Essential Medium (MEM) with NEAA salts (Sigma, St Louis, MO, USA), supplemented with 10% fetal bovine serum (FBS) (HyClone, Logan, UT, USA), 100 µg/mL penicillin/streptomycin (Invitrogen, Carlsbad, CA, USA) and 1500 mg/L sodium bicarbonate (Gibco, MA, USA). *Acquired resistance* was studied from resistance progression cell lines previously derived and characterized by long-term exposure of parental MCF-7 cells to 4-OH-Tam (MCF-7 Tam^R^) [11,16]. These cells retain ERα expression, do not require E2 for growth, are not growth inhibited by SERMs and 4-OH-Tam stimulates their growth [11,16]. Human breast cancer cell lines BT474, HCC-1500 and MDA-MB-134, which are 4-OH-Tam-resistant, were used as a model of *de novo resistance* [11,17,18]. BT474 were cultured in ATCC recommended Hybri-care medium with 10% inactivated FBS, sodium bicarbonate and antibiotics. MDA-MB-134 cells were cultured in Leibovitz’s medium with 20% FBS (HyClone), and 100 g/mL penicillin/streptomycin (Invitrogen). HCC-1500 cells were cultured in ATCC-formulated RPMI1640 media with 10% FBS, sodium bicarbonate and antibiotics. Before ligand treatments, cells were grown in the corresponding phenol red-free media at least for three days. 

For isobologram analysis, BT474 and MCF-7 Tam^R^ cells were seeded at a density of 2 × 10^3^ cells/well in a 96-well plate, and were grown overnight in IMEM media without phenol red. On day 1, cells were treated with different doses of 4-OHT (from 10^−9^ M to 10^−5^ M) (Sigma) and SEL (from 10^−9^ M to 10^−5^ M) (Selleckchem, Houston, TX, USA) alone and in combination. Treatment was repeated again on day 4. On day 7, WST1 assay (Roche Molecular Systems, Inc., Pleasanton, CA, USA) was used to quantify cell proliferation ratio. Absorbance was measured at 450 nm using a Cytation5 plate reader (BioTek, Winooski, VT, USA). IC_50_ and isobologram calculations were made based on literature (*) by using Microsoft^®^ Office Excel (Seattle, WA, USA) and statistical analyses were done by using Graphpad^®^ Prism8 software (GraphPad Software Inc., La Jolla, CA, USA, www.graphpad.com). All experiment conditions had six technical repeats and experiments were repeated at least for three times.

### 2.2. RNA Sequencing Analysis

RNASeq analysis was performed as previously described [19,20,21]. Briefly, BT474 cells were treated with Vehicle (Veh, 0.5% EtOH), 10^−6^ M 4-OHT (Sigma), 10^−7^ M Selinexor (SEL) (Selleckchem) or 4-OHT+SEL combination for 24 h. Concentrations of ligands are based on our previously published study [11] and clinical data [22,23,24]. Total RNA was extracted with TRIzol reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol and cleaned using a clean-up kit (QIAGEN, Hilden, Germany). RNA quality was assessed using bioanalyzer. Total RNA from each sample (three per treatment group) were sequenced at the UIUC sequencing center, and data was generated in Fastqc file format to compare the expressions between the four treatment groups.

*Preprocessing and Quality Control*: Fastqc files containing raw RNA sequencing data were trimmed using Trimmomatic (Version 0.36) [25]. Next, the reads were mapped to the *Homo sapiens* reference genome (GRCh37) from the Ensembl [26] database and aligned using the STAR alignment tool (Version 2.5.3) [27]. After this, the read counts were generated from SUBREAD (Version 1.5.2) [28] and featured counts were exported for statistical analysis in R. Quality control and normalization was conducted in R using edgeR (Version 3.20.9) [29]. 

*Statistical Analysis and DEGs*: Statistical analysis was conducted in R using limma (Version 3.34.9) [30,31]. Empirical Bayesian statistics were conducted on the fitted model of the contrast matrix. Differentially expressed genes were then determined by fold-change and *p*-value with Benjamini and Hochberg [32] multiple test correction for each gene, for each treatment relative to the vehicle control. We considered genes with fold-change >1.5 and *p*-value < 0.05 as statistically significant, differentially expressed. Cluster3 software was used for clustering the differentially expressed genes. Data was visualized using Treeview Java. PCA analysis was performed using StrandNGS (Version 3.1.1). GSEA [33,34] analysis was used to identify GO terms associated with different treatments. 

### 2.3. In Vivo Xenograft Study, Immunohistochemistry Staining (IHC) and Data Analysis

All experiments involving animals were conducted with protocols approved by the University of Illinois at Urbana-Champaign and by the National Institutes of Health standards for use and care of animals (IACUC Protocol 14193). Tumor xenograft studies were performed using the BT474 cell line in immunocompromised female mice as previously described [11,35,36]. Briefly, 6-week-old BALB/c athymic, ovariectomized, nude female mice from Taconic Biosciences (Germantown, NY, USA) were used. After one week of acclimatization, 0.72 mg, 60-day release E2 pellets from Innovative Research of America (Sarasota, FL, USA) were implanted subcutaneously to maintain a uniform level of estrogen. The next day 2.5 × 10^7^ BT474 cells resuspended in 50% PBS and 50% Matrigel were injected subcutaneously into both right and left flank of each mouse. Once the tumor size reached 200 mm^3^, five animals were randomized to each treatment group. Half of the mice were implanted with vehicle pellets and the other half were implanted with 25 mg, 60-day release TAM pellets from Innovative Research of America. Each group was randomized to Vehicle or SEL injection (20 mg/kg). Concentration was selected based on clinically relevant dose [22,23,24]. Biweekly injections were performed (Monday and Friday) for 4 weeks. Each mouse was housed individually. Animals were monitored daily by the veterinarians for any signs of starvation, dehydration, stress, and pain. Total weight, food intake, and tumor size was monitored using a digital caliper biweekly. Tumors were removed from euthanized mice at the end of the experiment or at the time when tumor size reached 1000 mm^3^ and were fixed in 10% neutral-buffered formalin, processed, and embedded in paraffin in 2 M sucrose before being frozen in cutting medium. Tissues were cut in 5 microns by using a microtome (RM1255, Leica, Wetzlar, Germany). For both pAkt S473 and pAkt T308 immunostainings, tissues were deparaffinized and hydrated through graded alcohols to water. Antigen retrieval was performed by using citrate buffer, pH 6.0 in a streamer for 1 h. Samples were blocked in hydrogen peroxide for 10 min. To remove non-specific protein staining, samples were blocked with Background buster (Innovex Biosciences, Richmond, CA, USA) for 10 min and rinsed with TBS-Tween solution, pH 7.6. Then, samples were incubated with pAkt S473 primary antibody (#4060, Cell Signaling, Danvers, MA, USA) overnight at 4 °C and with pAkt T308 primary antibody (#13038, Cell Signaling) for 1 h at room temperature at 1:100 dilution. After rinsing with TBS-Tween solution, pH 7.6., samples were stained with secondary anti-rabbit and anti-mouse HRP-Polymer (Biocare Medical, Concord, CA, USA) for 30 min. Finally, samples were incubated with DAB (Innovex, Richmond, CA, USA) for 5 min and counterstained with hematoxylin, dehydrated and mounted on slides. Results are from at least four tumors per treatment. Visualization of the samples were performed with Nanozoomer Slide Scanner (Hamamatsu, Japan) at 80× magnification and positive staining quantification was performed by NDP.view software (Ver. 2.7.39, Hamamatsu Photonics, Ichinocho, Japan). Five fields per tumor were imaged and quantified. Representative images are presented. 

For the verification of XPO-1 protein levels in patient tumor samples, BRC1021 tissue microarray from Pantomics, Inc. (Richmond, CA, USA) containing 95 cases with known ER, PR, AR, Her2, p53, EGFR, and Ki67 IHC results was used. Subtype of tumors were based on following criteria: Lum A: ER (+), Her2 (−), Ki67 < 15; Lum B: ER (+), Her2 (+) or ER (+), Her2 (−), Ki67 > 15; Her2 (+): ER (−), Her2 (+); TNBC: ER (−), PR (−), Her2 (−) [37,38]. XPO1 antibody was from Bethyl laboratories (A300-469A). BRC1021 TMA included 43 Her2, 3 LumA, 31 Lum B, 17 TNBC tumor samples. UTSW cohort included 50 Luminal A, 45 Luminal B, 48 TNBC and 35 Her2 positive/amplified breast tumors validated by a pathologist. The samples were collected under the STU 102010-051 IRB protocol number, were collected at UTSW, and affiliated hospitals. For each core, a score for XPO1 was assigned based on the signal intensity (0 = none, 1 = low, 2 = moderate, and 3 = high). 

### 2.4. Western Blot Analysis in Cell Lines

Cells were seeded on 30 mm cell culture plates at 1 × 10^5^ cells/well concentration in corresponding treatment media without phenol red which contains 5% FBS Cells were treated with 4-OHT (10^−6^ M) (Sigma) and SEL (10^−7^ M) (Selleckchem)-containing treatment media overnight. Next day, cells were collected in Lysis buffer (0.5 M EDTA, 1 M TrisHCl pH 8.1, 10% SDS, 10% Empigen, ddH_2_O) with 1× Complete Protease Inhibitor (Roche) and 1× Phosphatase Inhibitor (Thermo Scientific, Waltham, MA, USA). Samples were further processed with sonication and protein concentrations were determined by BCA assay (Thermo Scientific). Then, samples were boiled in SDS-containing loading buffer and were run in 10% precast gels (BioRad) and transferred to nitrocellulose membrane. The membrane was blocked in Blocking Buffer (Odyssey^®^, Li-Cor, Lincoln, NE, USA) and target proteins were probed with XPO1 (sc-74454, Santa Cruz Biotechnology, Dallas, TX, USA), p-Akt S473 (#4060, Cell Signaling), pAkt T308 (#13038, Cell Signaling), Akt (#9272, Cell Signaling), PARP (#9542, Cell Signaling), ATG9A (STJ98598, St. John’s Laboratory, London, UK), AMBRA-1 (STJ98593, St. John’s Laboratory) and Beclin-1 (STJ 98594, St. John’s Laboratory), antibodies in 1:1000 dilution and β-actin (Sigma SAB1305546) antibody in 1:10000 dilution. The secondary antibodies were obtained from Odyssey were used at 1:10000 dilution. The membranes were visualized by using Licor Odyssey CLx infrared imaging device and software. All results were repeated at least three times and the results were normalized according to signal, which was received from β-actin loading control. Representative blots are presented. 

### 2.5. Seahorse Metabolic Profiling Assays

MCF-7, MCF-7 Tam^R^ and BT474 cells were seeded at a density of 5 × 10^4^ and MDA-MB-134 and HCC 1500 cells were seeded at a density of 1 × 10^5^ in corresponding treatment media without phenol red in each well of the XFp Cell Culture miniplates, respectively (Seahorse Bioscience Inc., Billerica, MA, USA). The FCCP concentration was 0.5 µM for MCF-7, BT474, MDA-MB-134 and HCC 1500 cells. Next day, cells were treated with 4-OHT (10^−6^ M) (Sigma) and/or SEL (10^−7^ M) (Selleckchem) -containing treatment media overnight and the cartridges were hydrated with the calibration solution and kept in a non-CO_2_ incubator at 37 °C overnight. In parallel, a duplicate of each plate was used for cell counting to monitor cell number changes after 24 h of treatments and Seahorse data was normalized to total cell number. On the assay day, cells were washed with XF Base Media without phenol red (Seahorse Bioscience Inc.) supplemented with 10 mM L-glucose, 2 mM L-glutamine (Gibco) and 1 mM sodium pyruvate (Gibco, Waltham, MA, USA). The ECAR (mpH/min) and OCR (pmol/min) values were obtained by using Seahorse XF_p_ Cell Energy Phenotype Test Kit (Seahorse Bioscience Inc.), Seahorse XF_p_ Mito Stress Test Kit (Seahorse Bioscience Inc.), Seahorse XF_p_ Glycolytic Stress Kit (Seahorse Bioscience Inc.), and Seahorse XF_p_ Mito Fuel Flex Test Kit (Seahorse Bioscience Inc.), which were run with Seahorse XFp Analyzer (Seahorse Bioscience Inc.). Experiments were performed in triplicate and repeated at least three times. 

### 2.6. Caspase Colorimetric Protease Assay

MCF-7 and BT474 cells were seeded at a density of 2 × 10^3^ cells to a 96-well plate and in the next day, they were treated with 4-OHT (10^−6^ M) (Sigma) and SEL (10^−7^ M) (Selleckchem) alone and in combination for 24 h. The colorimetric caspase activities of Caspase 2, Caspase 3, Caspase 6, Caspase 8 and Caspase 9 were determined according to the manufacturer recommendations by using ApoTarget Caspase Colorimetric Protease Assay Sampler Kit (Invitrogen, Carlsbad, CA, USA). Changes in colorimetric density were detected by Cytation™ 5 Cell Imaging Multi-Mode Plate Reader (Biotek Instruments, Inc., Winooski, VT, USA) at 400 nm wavelength. Experiments were performed in duplicates and repeated three times.

### 2.7. Autophagy Assay 

MCF-7 and BT474 cells were seeded at a density of 2 × 10^3^ cells to 96-well plate and in the next day, they were treated with 4-OHT (10^−6^ M) (Sigma) and SEL (10^−7^ M) (Selleckchem) alone and in combination for either 24 or 48 h. Autophagosome formation was detected through GFP-labelled LC3-II protein in live cells using the Cyto-ID Autophagy Detection Kit (Enzo Life Sciences, Farmingdale, NY, USA) according to manufacturer recommendations by Cytation™5 Cell Imaging Multi-Mode Plate Reader (Biotek Instruments Inc.) at ~480 nm excitation and ~530 nm emission. In addition, Hoechst 33342 Nuclear Stain was also recorded by means of DAPI filter set at ~340 nm excitation and ~480 nm emission. For flow cytometry analysis, BT474 cells were seeded at a density of 1 × 10^6^ cells/plate, and they were grown for 48 h in IMEM media without phenol red. Next day, cells were treated with 4-OHT (10^−6^ M) (Sigma) and SEL (10^−7^ M) (Selleckchem) alone and in combination for 24 h. Negative control plates were treated with EtOH and positive control plates were also treated with Rapamycin (5 × 10^−6^ M) (CytoID) for 24 h. Following the treatment process, cells were collected and centrifuged at 1000 rpm for 5 min in 1× Assay buffer provided in the CytoID^®^ Autophagy Detection Kit (Enzo Biosciences Inc, Ann Arbor, MI, USA). Cells were resuspended again and incubated with CYTO-ID^®^ Green Detection Reagent for 30 min at dark. After this incubation time, cells were washed with 1× Assay buffer 3 times and results were analyzed with results were analyzed by BD™ LSR II Flow cytometry analyzer (BD Biosciences Inc., San Jose, CA, USA). Following analysis, results were analyzed by FCS Express 6 Flow Cytometry Software (DeNovo Software) (https://www.denovosoftware.com/site/Flow-RUO-Overview.shtml) and all experiments were repeated with three technical replicates at least three times. Experiments were performed in duplicates and repeated three times. 

For the inhibition of autophagy experiments, BT474 cells were seeded in 96-well plates at a confluency of 2000 cells/well in corresponding treatment media. At day 2, they were treated in a media with 10^−6^ M 4-OHT and 10^−7^ M SEL alone or combined in the presence or absence of 10^−5^ Chloroquine (Sigma). This treatment was repeated at day 5. Cellular viability was measured with WST1 reagent (Roche) at 450 nm wavelength and results were quantified by using Cytation5 cell imaging Multi-Mode reader (Biotek Instruments Inc.). Statistical analyses were done by using GraphPad Prism8^©^ software.

### 2.8. Cell Cycle Analysis

Flow cytometry analysis was performed as previously described [11,16,39]. Briefly, MCF-7 and BT474 cells were seeded at a density of 1 × 10^6^ cells/plate and their media was changed two times in every two days. Following an overnight treatment with 4-OHT (10^−6^ M) (Sigma) and SEL (10^−7^ M) (Selleckchem) alone and in combination, cells were collected with 0.1% FBS containing 1× PBS, washed, resuspended at 1–2 × 10^6^ cells/mL and fixed with ice cold ethanol for 24 h. Next day, cells were washed with 1× PBS and incubated in 10 ng

RNAase for one hour at room temperature. Cells were stained with 0.25% Propidium Iodide (#10008351, Cayman Chemicals, Ann Arbor, MI, USA) for one hour and results were analyzed by BD™ LSR II Flow cytometry analyzer (BD Biosciences Inc., San Jose, CA, USA). Following analysis, results were analyzed by FCS Express 6 Flow Cytometry Software (DeNovo Software, https://www.denovosoftware.com/site/Flow-RUO-Overview.shtml) and all experiments were repeated three times.

### 2.9. Statistical Analyses 

Data from all studies were analyzed using a one-way analysis of variance (ANOVA) model to compare different ligand effects, a two-way-ANOVA model to compare time-dependent changes. All data was tested for normal distribution using pairwise t tests with a Bonferroni correction. All data was normally distributed unless otherwise noted. Normally distributed data was analyzed using pairwise t tests with a Bonferroni correction to identify treatments that were significantly different from each other (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). For every main effect that was statistically significant at α = 0.05, pairwise *t*-tests were conducted to determine which ligand treatment levels were significantly different from each other. For these *t*-tests, the Bonferroni correction was employed to control experiment wise type I error rate at α = 0.05 followed by Bonferroni post hoc test. Data that were not normally distributed were analyzed using Mann Whitney test for nonparametric data (* *p* < 0.05, ** *p* < 0.01, *** *p* <0.001, **** *p* < 0.0001). Statistical significance was calculated using GraphPad Prism for Windows. 

### 2.10. Availability of Data and Materials

Gene expression data is submitted to GEO database under the accession number GSE112883 and going to be available from the day of the acceptance of the manuscript. 

## 3. Results

### 3.1. 4-OHT+SEL Treatment Synergistically Sustains Tumor Regression in Endocrine Resistant Luminal B Subtype Breast Cancer Cells

Our previous study showed that XPO1 mRNA was overexpressed in the Luminal B subtype of tumors, which are more likely to recur on endocrine treatments relative to the Luminal A subtype [11]. To validate our results, we performed IHC analysis for XPO1 protein expression in two independent breast tumor sets with samples from various breast cancer subtypes. This analysis showed that Luminal B subtype tumors have higher overall XPO1 signal intensity and percentage XPO1 positive cells in two independent cohorts of breast tumors (Figure 1A,B). We then treated endocrine resistant BT474 cells with 4-OHT, SEL or both in combination to assess whether these treatments synergized to reduce cell viability. The isobologram analysis showed that the 4-OHT and SEL combination synergized to achieve a greater decrease in cell viability than with either agent alone (Figure 1D). These results are consistent with our BT474 xenograft studies in nude mice, which showed that the tamoxifen (TAM) and SEL combination provided complete tumor regression, which was sustained several weeks after cessation of drug administration (Figure 1E) [11].

### 3.2. 4-OHT+SEL Combination Treatment Causes Gene Expression Changes Distinct from 4-OHT and SEL Treatments Alone in TAM-Resistant Cell Lines

To understand how the TAM+SEL combination provide a sustained tumor regression, we performed a global gene expression analysis in BT474 cells that were treated with Veh, 4-OHT, SEL or 4-OHT+SEL. 

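BT474 is an established human breast cancer cell line that the paper uses as an endocrine resistant line. 4-OHT (4-hydroxytamoxifen) is an active metabolite of TAM, and SEL (selinexor) inhibits XPO1, the receptor that carries proteins and RNA out of the nucleus. RNA was sequenced from 12 samples after 24 h of treatment, with 3 samples each of Veh, 4-OHT, SEL and the 4-OHT+SEL combination. Veh was 0.5% ethanol and SEL alone was used at 100 nM. For 4-OHT alone, the paper gives 1000 nM in this experiment, while the labels of the 3 samples give 100 nM. For the combination, neither states separate doses.
The authors trimmed the reads, aligned them to the GRCh37 genome and counted them per gene, and they normalized the counts in edgeR. The deposited table holds a value for each of 14038 genes in each sample, listed by Ensembl identifier, of which 13705 (97.6%) could be paired with a gene symbol. The paper's text does not name the unit. In each sample, a gene's values moved in whole steps, and the size of the step was inversely proportional to the length of the gene, as it is for RPKM (reads per kilobase of gene, scaled to the library total). Dividing each value by its step returned whole reads for all 14038 genes in all 12 samples. The library totals that the steps imply exceeded the sum of these reads by at most 21 reads, so each RPKM is relative to the reads on the genes of the table. The library totals ranged from 22015113 to 29436464 reads in Veh (median 22582072), from 23035411 to 25440856 with 4-OHT (median 24522733), from 23531914 to 24468779 with SEL (median 23535415) and from 24852695 to 26153319 with 4-OHT+SEL (median 26002348). Samples of a group differed by more than the sampling noise of their reads in every pair, with a chi-square per gene between 2.27 and 6.14, and all 12 were treated as separate samples.
The values were compared as log2(RPKM + 1) with limma in a single model over the 4 groups. A gene was called when its fold change was over 1.5 and its adjusted p-value (Benjamini-Hochberg over the 14038 genes) was under 0.05, which are the thresholds of the paper. Fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low values. A lower pseudocount of 0.1 in place of 1 raised the number of genes called with 4-OHT+SEL from 2310 to 3816.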

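Against Veh, limma called 480 genes with 4-OHT (187 up and 293 down), 1321 with SEL (555 up and 766 down) and 2310 with 4-OHT+SEL (1062 up and 1248 down). The choice that moved these counts most was the fold change threshold, without which 6376, 8937 and 9938 genes had an adjusted p-value under 0.05. Of these, 3589 were up and 2787 down with 4-OHT, 4152 and 4785 with SEL, and 5058 and 4880 with 4-OHT+SEL. A pseudocount of 0.1 gave 543 up and 539 down with 4-OHT. The excess of genes called down with 4-OHT therefore depended on the setting. The median log2 fold change over all genes of the table lay within 0.03 of 0 in each comparison. In total, 2588 genes were called in at least 1 of the 3 comparisons. Their log2 values, centered on the mean of each gene, were clustered by average linkage on the Pearson correlation, since the paper's text names the clustering software but not the distance or the linkage. Divided into 10 clusters, the tree held 1172 genes in its largest cluster, 1091 in the next, then 230, 59 and 29, and no more than 2 in each of the others. In the cluster of 1172 genes, the mean log2 fold change was -0.21 with 4-OHT, -0.70 with SEL and -0.86 with 4-OHT+SEL. The cluster of 1091 genes moved the other way, with means of 0.28, 0.63 and 0.91. Clusters of 59 and 29 genes held genes that the single agents moved in opposite directions, with means of 0.73 with 4-OHT and -0.26 with SEL in the former and of -0.67 and 0.71 in the latter.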

Hierarchical clustering of the differentially-expressed genes revealed 10 clusters with different gene regulation patterns. Genes in Clusters 1, 2, 3, 6, 9 and 10 were regulated similarly with all treatments. 

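Of the 2588 genes, 79.4% changed in the same direction with 4-OHT and with SEL, 85.5% with 4-OHT and with 4-OHT+SEL, and 93.7% with SEL and with 4-OHT+SEL. These comparisons share the Veh samples, so that chance values in Veh move all of them together. In 25 simulations in which the effects were shuffled among the genes and the Veh samples were shared, the same shares were 52%, 52.1% and 50.9%. Over all genes, 60.1% changed in the same direction with 4-OHT and with SEL, against 66.6% (65.9% to 67.9%) in simulated groups without any effect and 51.8% (51.1% to 52.6%) with shuffled effects. The single agents called 114 genes in the same direction, where the simulations gave 25 (16 to 34), and 32 genes were called up by a single agent and down by the other. Over all 14038 genes, the correlation across genes between the log2 fold changes of 4-OHT and SEL was 0.258, against 0.02 (0.006 to 0.033) in the simulations with shuffled effects and 0.499 (0.481 to 0.522) in simulated groups without any effect that shared the Veh samples. Genes are not independent replicates, and no p-value is given for correlations across genes.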

The 4-OHT+SEL combination and 4-OHT alone resulted in similar patterns of regulation for genes in Cluster 1. 

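A cluster of 230 genes followed 4-OHT, with a mean log2 fold change of -0.94 with 4-OHT, -0.06 with SEL and -1.07 with 4-OHT+SEL. It held TFF1, GREB1, SUSD3 and PGR. Across the 2588 called genes, the log2 fold changes of 4-OHT and 4-OHT+SEL had a Pearson correlation of 0.733, against 0.023 in the simulations with shuffled effects. Over all genes it was 0.667, against 0.504 (0.471 to 0.522) in simulated groups without any effect. The slope of 4-OHT+SEL on 4-OHT was 1.406. Both treatments called 367 genes in the same direction and 4 in opposite directions, where the simulations gave 43 in the same direction (28 to 63).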

The 4-OHT+SEL combination and SEL alone caused similar gene regulation patterns for genes in Clusters 2, 3, 6, 9 and 10. On the other hand, Clusters 4 and 5 include genes that were upregulated more with the combination treatment than either treatment alone, and genes in Clusters 7 and 8 were downregulated more with the combination treatment than either treatment alone (Figure 2A,B). 

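The log2 fold changes of SEL and 4-OHT+SEL had a Pearson correlation of 0.859 across the 2588 called genes and a slope of 1.178, against a correlation of 0.011 in the simulations with shuffled effects. Over all genes the correlation was 0.841, against 0.503 (0.481 to 0.529) in simulated groups without any effect. SEL and 4-OHT+SEL called 1124 genes in the same direction and 9 in opposite directions, where the simulations gave 110 in the same direction (81 to 128). In both large clusters, the mean change with 4-OHT+SEL was nearer to that with SEL than to that with 4-OHT. The mean difference between 4-OHT+SEL and SEL was -0.16 in the cluster of 1172 genes and 0.28 in that of 1091 genes, and the mean difference between 4-OHT+SEL and 4-OHT was -0.65 and 0.63.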

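In 4 of the 10 clusters, which held 2495 genes, the mean change with 4-OHT+SEL went in the direction of both single agents and was larger than either. Gene by gene, this held for 1871 of the 2588 genes, and 1325 of these had an adjusted p-value under 0.05 both against 4-OHT and against SEL. In direct comparisons, limma called 1284 genes between 4-OHT+SEL and 4-OHT (558 up and 726 down) and 439 between 4-OHT+SEL and SEL (159 up and 280 down). The sum of the log2 fold changes of the single agents tracked the change with 4-OHT+SEL, with a correlation across the called genes of 0.978 and a slope of 0.95. Both sides share the Veh samples. Over all genes the correlation was 0.961, against 0.583 (0.556 to 0.602) in simulations without any effect. Simulations of a plain sum gave 0.994 (0.993 to 0.995) across the called genes, above the observed value. A plain sum presumes that the combination held the doses of the single agents, which is not stated. A test of the interaction asked of each gene whether the combination departed from the sum of the single agents. It called 44 genes, 13 above the sum and 31 below it. At any fold change, 422 genes had an adjusted p-value under 0.05, 217 above the sum and 205 below it. In 25 simulations in which the combination was the plain sum, the interaction called 3 genes (2 to 5), and 5 genes (3 to 9) had an adjusted p-value under 0.05.

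**Figure D1:**
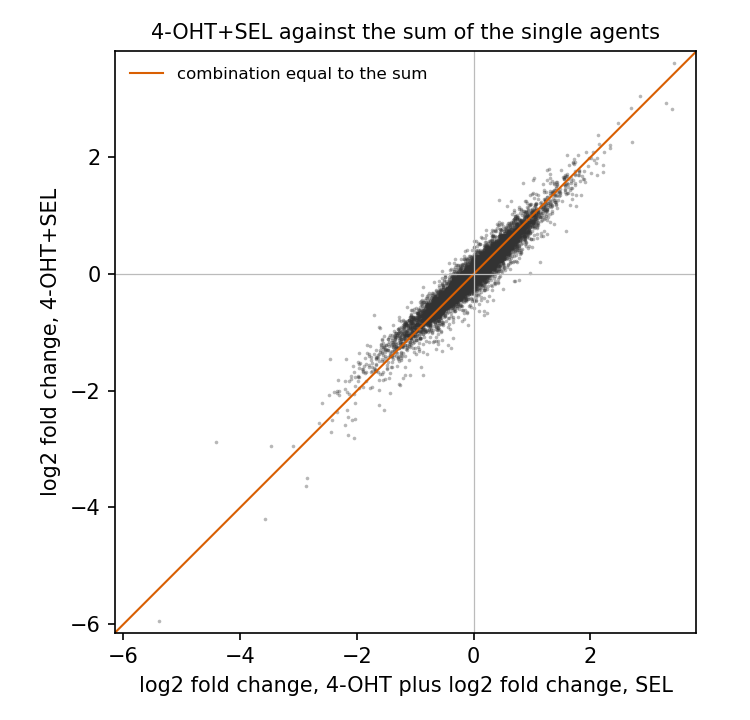
Log2 fold change with 4-OHT+SEL against Veh (vertical axis) plotted against the sum of the log2 fold changes with 4-OHT and with SEL (horizontal axis), on the log2(RPKM + 1) scale. Each point is a gene of the table, 14038 in all, and the line marks a combination equal to the sum; the points follow the line, with a correlation across all genes of 0.961.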

Principle component analysis (PCA) showed that treatment groups differed significantly (Figure 2C). 

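The principal components were computed from the centered log2 values of the 2588 called genes. PC1 held 68.4% of the variance and PC2 held 27%. On PC1 the group means were -24 in Veh, -10 with 4-OHT, 10.4 with SEL and 23.6 with 4-OHT+SEL, each with an SD of at most 0.34 (n = 3). On PC2 they were 6.2, -14.7, 15.2 and -6.6, with an SD of at most 0.36 (n = 3). The largest distance between samples of a group over these genes was 7.9, and the smallest between samples of different groups was 25.6. The mean distance to Veh was 26.3 for 4-OHT, 36.3 for SEL and 49.6 for 4-OHT+SEL. The ratio of the spread between groups to that within groups (pseudo-F) was 81.1, and permuting the labels of the 12 samples gave p = 6e-05 (1-sided permutation test, 100000 resamples). These genes had been chosen because they differed between groups. With all 14038 genes, the pseudo-F was 27.2 (p = 9e-05 from the same permutation test), and PC1 and PC2 held 61.1% and 27.7% of the variance.

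**Figure D2:**
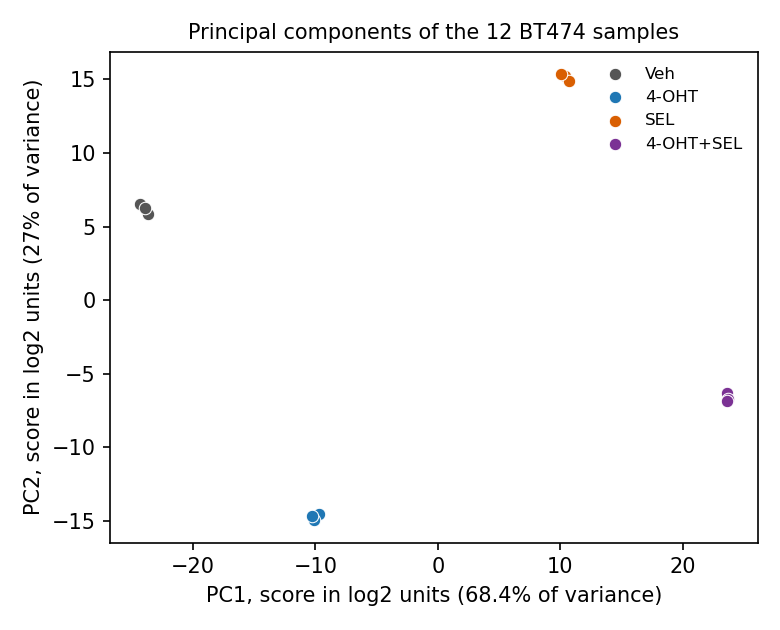
Scores of the 12 BT474 samples on PC1 (horizontal axis) and PC2 (vertical axis), in log2 units, from the 2588 called genes, with each point a sample and colors marking the 4 groups. The 3 samples of each group lie together, in the order Veh, 4-OHT, SEL and 4-OHT+SEL along PC1.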

Venn-diagram analysis of up- and down-regulated genes revealed that the combination treatment caused gene expression changes similar to as well as different from single agent treatments. 

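Of the genes called up, 43 were shared by all 3 treatments, 449 by SEL and 4-OHT+SEL alone, and 69 by 4-OHT and 4-OHT+SEL alone, while 75 were called with 4-OHT only and 63 with SEL only. Of the genes called down, 71 were shared by all treatments, 561 by SEL and 4-OHT+SEL alone, and 184 by 4-OHT and 4-OHT+SEL alone, while 38 were called with 4-OHT only and 134 with SEL only. In either direction, 0 genes were called in the same direction by both single agents and not with the combination.
On the log2(RPKM + 1) scale, the largest falls with 4-OHT+SEL were those of TFF1, TCN1 and GREB1. TFF1, on chromosome 21 of GRCh37 from 43782391 to 43786644, fell from an RPKM of 770.2 ± 46.5 (SD, n = 3) in Veh to 33 ± 0.608 with 4-OHT, 419 ± 39.3 with SEL and 11.6 ± 1.85 with 4-OHT+SEL. Its log2 fold change was -4.50 with 4-OHT, -0.88 with SEL and -5.94 with 4-OHT+SEL (standard error 0.09 each; limma, adjusted p = 5.4e-13, 1.2e-06 and 1.1e-14). TCN1, on chromosome 11 from 59620273 to 59633962, fell from 2154 ± 154 to 118 ± 25.9 RPKM with the combination (log2 fold change -4.20, standard error 0.12). GREB1, on chromosome 2 from 11622467 to 11782914, was not past the adjusted p-value with SEL (log2 fold change 0.06, adjusted p = 0.35 from limma, from 0.03 to 0.73 over the alternatives). Its log2 fold change was -2.93 with 4-OHT and -3.63 with 4-OHT+SEL. SUSD3 was the other of the 3 largest falls with 4-OHT (-2.97), and CNIH2 (-2.07), RRM2 (-2.04) and APLP1 (-2) fell most with SEL.
On the same scale, the largest rises with 4-OHT+SEL were those of NGFR (3.61), UCA1 (3.05) and PSCA (2.93). NGFR, on chromosome 17 from 47572655 to 47592370, had 4 to 5 reads per sample in Veh, 904 to 1084 with SEL and 1151 to 1370 with the combination. PSCA rose from 7.76 ± 0.409 RPKM in Veh to 25.2 ± 0.239 with 4-OHT, 27.8 ± 0.864 with SEL and 65.8 ± 1.52 with 4-OHT+SEL (SD, n = 3). DUSP15 had at most 3 reads per sample in Veh and was at least 165-fold higher with SEL and at least 193-fold higher with 4-OHT+SEL. TP53INP2 (1.85), CBLN2 (1.73) and PSCA (1.58) rose most with 4-OHT alone. In the annotation used here, UCA1, NGFR, PSCA, CNIH2, APLP1 and DUSP15 share 1084, 1126, 367, 234, 232 and 31 exon bases with genes on the opposite strand. It is not stated whether the counting used the strand, so their values are uncertain to that extent.

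**Figure D3:**
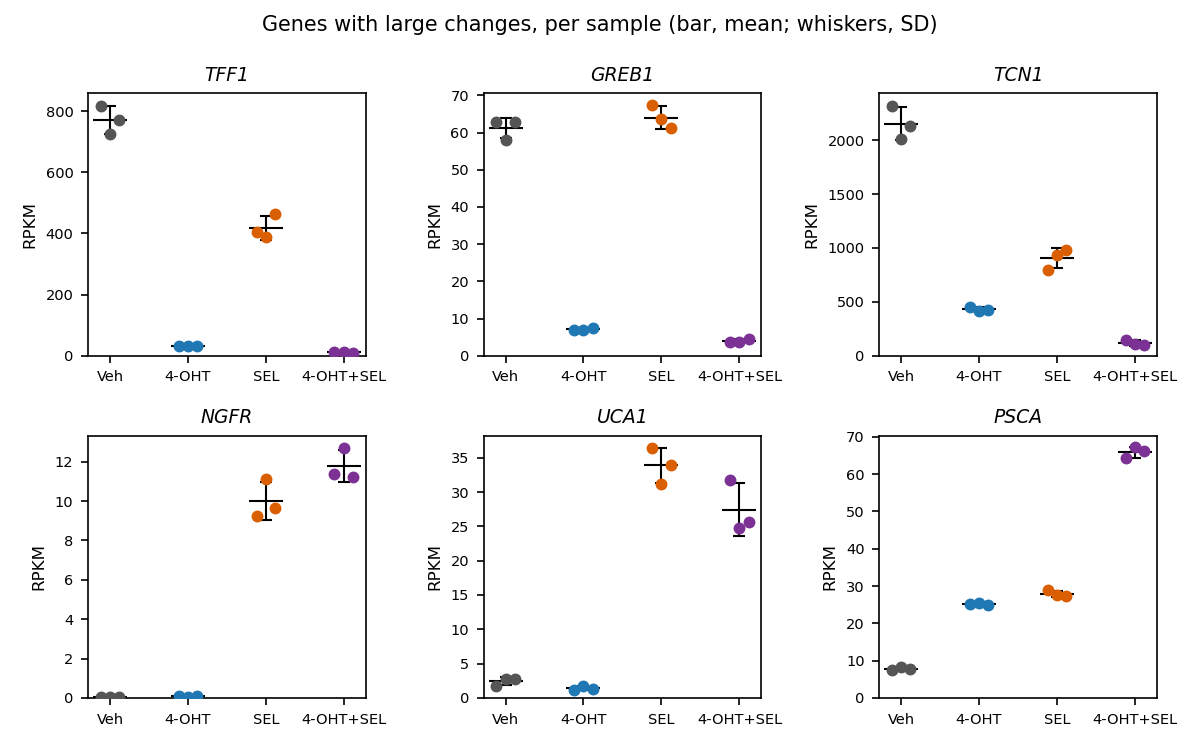
RPKM (vertical axes, linear, each starting at 0) of TFF1, GREB1, TCN1, NGFR, UCA1 and PSCA in Veh, 4-OHT, SEL and 4-OHT+SEL (horizontal axes). Points are samples, horizontal bars are means and whiskers are SDs (n = 3); TFF1, GREB1 and TCN1 are lowest with 4-OHT+SEL, and all NGFR and UCA1 samples with SEL or 4-OHT+SEL lie above those of Veh and 4-OHT.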

The combination treatment increased the expression of 101 genes and decreased the expression of 132 genes that were not affected by either treatment alone (Figure 2D,E).

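With the same thresholds, 501 genes were called up and 432 were called down with 4-OHT+SEL and with neither single agent. The median log2 fold change of the 501 genes was 0.26 with 4-OHT, 0.45 with SEL and 0.69 with the combination, and the median of the sums of their single-agent changes was 0.68. That of the 432 genes was -0.31, -0.44 and -0.69, with a median sum of -0.71. Most of these genes moved with a single agent without reaching the fold change threshold, since 488 of the 501 (97.4%) and 425 of the 432 (98.4%) had an adjusted p-value under 0.05 in the same direction with at least 1 single agent. The interaction had an adjusted p-value under 0.05 for 21 of the 501 genes and for 34 of the 432, and was called for 0 and 4. Leaving out each sample in turn gave 486 to 518 genes up and 417 to 449 down. A fold change threshold of 2 moved these numbers most, to 162 up and 181 down.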

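To compare groups of genes between treatments, limma's camera test was applied to 14 lists fixed before the data were examined. The test asks whether the genes of a list moved together relative to the other genes of the table, with a preset correlation of 0.01 between genes of a list. Each list was tested against Veh for the 3 treatments, and p-values were adjusted over these 42 tests (Benjamini-Hochberg). For 7 lists the genes were read from Fig. 3A, Fig. 4A,B and Fig. 5A. The study chose these genes on the same samples, so their tests are not independent evidence. The other lists hold ERα target genes, proliferation genes, core autophagy genes, glycolytic enzymes, nuclear genes of oxidative phosphorylation, p53 target genes and genes of sterol synthesis. The sets of the paper's GSEA were not used here. When the correlation between genes was estimated from the samples, 2 of the camera results against Veh stayed under 0.05, those of the ERα target genes with 4-OHT and with 4-OHT+SEL, and 29 did not. Under fry, which asks whether a list changed and not whether it changed more than other genes, all of them stayed under 0.05 and 9 more passed.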

Next, we used Gene Set Enrichment Analysis (GSEA) analysis to identify functional gene groups that were associated with different treatments (Supplementary Figure S1). 

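With 4-OHT alone, the 24 proliferation genes had a median log2 fold change of -0.33, and 23 of them were lower than in Veh (camera in limma, adjusted p = 2.12e-10). An adjusted p-value under 0.05 was reached by 22 of the genes in the lower direction and by 0 in the higher direction, both over all genes and adjusted over the list alone. In the list read from the cell cycle panel of Fig. 5A, 24 of 38 genes were lower with 4-OHT and 14 were higher, with a median of -0.13 (adjusted p = 0.00498). Among these, TYMS fell by 0.53 (standard error 0.04, adjusted p = 1e-07) and TRIP13 fell by 0.68 (standard error 0.04, adjusted p = 3e-08) on the log2 scale. TYMS shares 1160 exon bases with genes on the opposite strand. MKI67 had an RPKM of 6.655 ± 0.64 (SD, n = 3) in Veh and 5.78 ± 0.291 with 4-OHT, a log2 fold change of -0.17 (standard error 0.06, adjusted p = 0.032 from limma). This change of MKI67 was not past the threshold without 4-OHT replicate 1 (adjusted p = 0.12), 4-OHT replicate 2 (0.051), Veh replicate 1 (0.11) or Veh replicate 3 (0.13), in a range over the alternatives from 3e-04 to 0.13.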

The 4-OHT treatment caused upregulation in genes for cell cycle-, endocrine therapy resistance-, and breast cancer invasiveness-related pathways. On the other hand, genes involved in apoptosis and decreased tumor invasiveness were downregulated by this treatment.

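With 4-OHT, the apoptosis-related lists were not past the threshold of camera. In the list read from the cell death panel of Fig. 5A, 16 of 21 genes were higher than in Veh and 5 were lower, with a median log2 fold change of 0.12 (adjusted p = 0.21). Gene by gene, 11 were higher and 3 lower with an adjusted p-value under 0.05 over all genes, or 11 and 4 adjusted over the list alone. The 20 p53 target genes had a median of 0.12 (adjusted p = 0.0643), with 15 higher and 5 lower and values from -0.68 to 1.39. Without Veh replicate 1 the p53 list passed (adjusted p = 0.0456), and over the 20 alternatives its adjusted p ranged from 9.46e-06 to 0.227.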

Although SEL was effective in decreasing endocrine therapy resistance, breast cancer invasiveness, and metastasis related genes, genes that would regulate apoptosis were also downregulated by this treatment. 

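With SEL alone, the cell death list had a median log2 fold change of 0.03 and the p53 target genes one of 0.02, and neither was past the threshold as a group (camera, adjusted p = 0.465 and 0.328). In the cell death list, 8 genes were higher and 7 were lower than in Veh with an adjusted p-value under 0.05, over all genes and adjusted over the list alone. Among the p53 target genes, 9 were higher and 6 were lower in both ways. DAPK3 rose by 0.61 (standard error 0.05, adjusted p = 1.8e-07), RNF144B rose by 0.59 (standard error 0.04, adjusted p = 5.8e-08) and EIF5A fell by 0.37 (standard error 0.03, adjusted p = 5.9e-07) on the log2 scale. EIF5A shares 241 exon bases with GPS2 on the opposite strand, RNF144B shares 96 with a gene on the opposite strand, and DAPK3 shares 99 with a gene on its own strand.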

The 4-OHT+SEL combination was the most effective treatment for down regulating therapy resistance and tumor invasiveness. Specifically, the combination treatment was more efficient than either treatment alone to upregulate gene sets associated with genes downregulated in Luminal B tumors, metastasis, and in bone metastasis. However, the combination treatment was very effective in downregulating ERα target genes that were upregulated by AKT1 overexpression and genes that were upregulated in Luminal B tumors, endocrine therapy resistance and metastasis that were identified in various studies. These findings are consistent with our data showing that differential Akt signaling was modulated by the ERα and XPO1 crosstalk. 

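Of 28 genes read from Fig. 3A, the panel of ERα targets raised by AKT1, 24 are in the table. Their median log2 fold change was -0.54 with 4-OHT+SEL (camera, adjusted p = 6.21e-06), against -0.20 with 4-OHT (adjusted p = 1.12e-05) and -0.27 with SEL (adjusted p = 0.0127). With the combination 22 of the 24 genes were lower than in Veh, 21 of them with an adjusted p-value under 0.05 both over all genes and adjusted over the list alone, and 10 were called down. The list was also lower with 4-OHT+SEL than with 4-OHT (median -0.27, adjusted p = 0.00837) and than with SEL (median -0.28, adjusted p = 7.52e-08). Both lost the threshold with an estimated correlation, and over the 20 alternatives the adjusted p ranged from 1.02e-05 to 0.217 and from 1.35e-08 to 0.0849. Its interaction was not past the threshold (median 0.00, adjusted p = 0.842).
The 18 ERα target genes of the separate list fell with 4-OHT (median -1.05, adjusted p = 3.94e-16) and with 4-OHT+SEL (median -0.76, adjusted p = 3.51e-08), and were not past the threshold of camera with SEL (median 0.05, adjusted p = 0.0993, from 1.94e-06 under fry to 0.2 over the 20 alternatives). With SEL, 7 of them were higher and 2 lower with an adjusted p-value under 0.05, over all genes and adjusted over the list alone. With ELOVL2, which was at or under 3 reads in every sample of the combination, set to its bound, the median with 4-OHT+SEL was -1.11. In the direct comparison of 4-OHT+SEL with 4-OHT the list was not past the threshold (median -0.04, or -0.20 with ELOVL2 at its bound, adjusted p = 0.332). It was lower with 4-OHT+SEL than with SEL (camera, median -1.15, adjusted p = 3.31e-23), in 17 of 18 genes. That result also passed with an estimated correlation (adjusted p = 0.000118). PGR, on chromosome 11 from 100900355 to 101000544, fell from 92.3 ± 1.56 RPKM in Veh to 17.6 ± 0.298 with 4-OHT and 12.4 ± 0.208 with 4-OHT+SEL, and rose to 112 ± 5.09 with SEL (SD, n = 3). It shares 737 exon bases with a gene on the opposite strand. The paper proposes that its findings on gene sets go together with its data on Akt signaling modulated by the crosstalk of ERα and XPO1.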

Of note, 4-OHT+SEL reduced targets of FGFR1 signaling, recently shown to be associated with Palbociclib + Fulvestrant-resistant tumors [40,41]. Overall, our gene expression analysis showed that the 4-OHT+SEL treatment was very effective in downregulating genes associated with endocrine resistance and metastasis. Data on other gene sets associated with metabolic regulation and autophagy will be presented in the upcoming sections. 

### 3.3. XPO1 Inhibition Modulates Differential Akt Phosphorylation in TAM-Resistant Cells and Tumor Xenografts

We next focused on the Akt signaling associated gene sets which were identified as differentially downregulated by the 4-OHT+SEL combination (Figure 3A) because they play an important role in cell survival and metabolism. 

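Within the genes of Fig. 3A, SCARB1 and SIAH2 fell most with 4-OHT+SEL on the log2(RPKM + 1) scale. SCARB1, on chromosome 12 from 125261402 to 125367214, fell from 3.25 ± 0.04 RPKM (SD, n = 3) in Veh to 2.68 ± 0.0877 with 4-OHT, 1.09 ± 0.121 with SEL and 0.808 ± 0.0521 with the combination. Its log2 fold change with the combination was -1.23 (standard error 0.05, adjusted p = 1.1e-10 from limma). SIAH2, on chromosome 3 from 150458912 to 150481264, was at 92.2 ± 2.46 RPKM in Veh and fell to 32.3 ± 0.573 with 4-OHT, while with SEL it rose to 126 ± 3.73. With 4-OHT+SEL it was at 44.3 ± 0.961 RPKM, a log2 fold change of -1.04 (standard error 0.03, adjusted p = 4.6e-12), which was higher than with 4-OHT alone by 0.45 (adjusted p = 3.4e-08). FAM46C (TENT5C) went farthest in the other direction, from 3.47 ± 0.276 to 4.94 ± 0.226 RPKM (0.41, standard error 0.05, adjusted p = 8.9e-06). Over the list, the log2 fold changes with the combination ranged from -1.23 to 0.41. SCARB1 and SIAH2 share 1120 and 106 exon bases with genes on the opposite strand.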

We validated differential Akt phosphorylation with individual or combined drug treatments in BT474 cells (Figure 3B) and MCF-7 TAM^R cells (Supplementary Figure S2). Of note, 4-OHT treatment induced an increase in the cytoplasmic pAkt Ser473 signal, whereas SEL treatment increased the pAkt Thr305 signal in dividing cells (arrows) (Figure 3C). As we previously showed, TAM treatment stimulated tumor growth in BT474 tumor xenografts, whereas SEL treatment inhibited tumor growth [11]. However, tumor growth resumed within 3 weeks after SEL treatment was stopped. By contrast, the combination of SEL and TAM not only caused a faster and more complete regression of tumors, but the regression was also sustained [11]. To validate our pathway analysis in vivo, we utilized tumor xenograft samples from this experiment (Figure 3D). 

Our IHC analysis showed that Ser 473 phosphorylation of Akt protein increased only in tumors from TAM treated animals, whereas Thr 308 phosphorylation of Akt was more prevalent in tumors from SEL treated animals. Both of the phosphorylation events were dampened in tumors from animals that were treated with the SEL+TAM combination, suggesting that the combination treatment prevented activation of survival pathways that were otherwise prominent when tumors were treated with single agents (Figure 3D). These results suggest that ERα-XPO1 crosstalk might contribute to drug resistance by regulating differential Akt signaling, which is important for survival and metabolic control. 

### 3.4. ERα-XPO1 Targeting Changes the Metabolic Phenotype of Breast Cancer Cells from An Energetic to A Quiescent Profile

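The 11 genes read from the glycolysis panel of Fig. 4 had a median log2 fold change of -0.37 with 4-OHT+SEL, and 10 of them were lower than in Veh (camera, adjusted p = 0.00768). With SEL the median was -0.39 (adjusted p = 0.0251) and with 4-OHT it was -0.01 (adjusted p = 0.754). Between 4-OHT+SEL and SEL the list was not past the threshold of camera (median -0.01, adjusted p = 0.73). It was lower with 4-OHT+SEL than with 4-OHT (median -0.37, adjusted p = 0.0159, or 0.102 with an estimated correlation). Of the genes, 9 were lower with an adjusted p-value under 0.05 with the combination, over all genes and adjusted over the list alone. CD44, on chromosome 11 from 35160429 to 35253949, fell from 3.79 ± 0.135 RPKM in Veh to 1.98 ± 0.0538 with 4-OHT and 1.61 ± 0.102 with 4-OHT+SEL, and was at 4.03 ± 0.187 with SEL (SD, n = 3; log2 fold change with the combination -0.88, standard error 0.05). ALDOA fell by 0.57 with SEL and by 0.54 with 4-OHT+SEL on the log2 scale (standard error 0.03 each), and MED24 rose by 0.39 with the combination (standard error 0.03). ALDOA shares 1639 exon bases with genes on its own strand and 520 with genes on the opposite strand, and CD44 shares 154 with a gene on the opposite strand. The separate list of 18 glycolytic enzymes had a median of -0.42 with 4-OHT+SEL (adjusted p = 5.72e-05), -0.38 with SEL (adjusted p = 9.57e-05) and -0.09 with 4-OHT (adjusted p = 0.0191), and 16 of its genes were lower with the combination. Without Veh replicate 1 its adjusted p with 4-OHT was 0.0537, and over the 20 alternatives it ranged from 9.58e-05 to 0.2. The enzymes were lower with 4-OHT+SEL than with SEL (camera, median -0.05, adjusted p = 0.0322) and than with 4-OHT (median -0.28, adjusted p = 0.000452). Both lost the threshold with an estimated correlation (0.225 and 0.102), and the former also without SEL replicate 3 (0.052).
The 17 genes in the table of those read from the mitochondrial panel of Fig. 4 had a median of -0.46 with 4-OHT+SEL (adjusted p = 9.57e-05), -0.32 with SEL (adjusted p = 0.00214) and -0.17 with 4-OHT (adjusted p = 0.000612). With the combination 15 of them were lower and 2 were higher. The list was lower with 4-OHT+SEL than with SEL (camera, median -0.18, adjusted p = 0.00101) and than with 4-OHT (median -0.29, adjusted p = 0.0021). Both lost the threshold with an estimated correlation (0.205 and 0.162). PCK2 fell by 0.94 (standard error 0.05, adjusted p = 9e-10) and NME4 fell by 0.72 (standard error 0.05, adjusted p = 9.9e-09), while ARG2 rose by 0.70 (standard error 0.07, adjusted p = 7.7e-07). NME4 shares 572 exon bases with DECR2 on its own strand, and ARG2 shares 904 with VTI1B on the opposite strand. The 53 nuclear genes of oxidative phosphorylation moved less, with a median of -0.11 with the combination (adjusted p = 0.00181), -0.10 with SEL (adjusted p = 0.0187) and -0.08 with 4-OHT (adjusted p = 0.000361). With the combination 44 of them were lower, 29 with an adjusted p-value under 0.05, and 5 were called down. Camera placed this list lower with 4-OHT+SEL than with SEL (median -0.05, adjusted p = 0.00855, or 0.423 with an estimated correlation). The list also lost the threshold there without SEL replicate 3 (camera, adjusted p = 0.0561) and under fry (0.0678). Against 4-OHT it was not past the threshold (median -0.05, adjusted p = 0.109). With SEL the adjusted p of this list was 0.0651 without SEL replicate 1 and 0.0541 without Veh replicate 2, in a range over the 20 alternatives from 0.000447 to 0.453.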

Our gene expression analysis also pinpointed two of the pathways associated with metabolic regulation: glycolysis and mitochondrial respiration (Figure 4A,B). Since Akt is a major regulator of cell metabolism and TAM responsiveness, we hypothesized that XPO1 modulates Akt activity to rewire metabolism and provide new survival/escape routes to breast cancer cells. We performed a mitochondrial stress test to monitor different parameters of mitochondrial respiration, including basal respiration, proton leak, maximal respiration, spare respiratory capacity, non-mitochondrial respiration, ATP production, and coupling efficiency. The 4-OHT+SEL combination did as well as or slightly better than the individual treatments in reducing different mitochondrial respiration parameters (Figure 4C). We also validated gene expression data related to metabolism using a glycolytic stress test, which monitors glycolysis, glycolytic capacity and glycolytic reserve. The 4-OHT+SEL combination was as good as or better than individual treatments in reducing all three parameters (Figure 4D). Next, we tested the individual and combinational effects of 4-OHT and SEL on the metabolic cell phenotypes of TAM-sensitive and TAM-resistant cell lines. Our results showed that although treatment with 4-OHT alone or SEL alone made all the cell lines less energetic, the cells became even more quiescent with the 4-OHT+SEL treatment (Figure 4E, Supplementary Figure S2). Of note, combining SEL with 4-OHT was as effective as combining a PI3K inhibitor (MK2206) with 4-OHT in reducing 4-OHT induced cell viability and increase in mitochondrial respiration (Supplementary Figure S3).

### 3.5. ERα-XPO1 Targeting Induces Autophagic Cell Death

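With 4-OHT+SEL, the 38 genes in the table from the cell cycle panel of Fig. 5A had a median log2 fold change of -0.35 (camera, adjusted p = 0.000361), against -0.33 with SEL (adjusted p = 0.00123). With the combination 27 of them were lower and 11 were higher, and 14 were called down. TYMS had the largest fall on the log2(RPKM + 1) scale, from 65.9 ± 1.9 RPKM in Veh to 26 ± 0.927 with SEL and 22.1 ± 0.343 with 4-OHT+SEL (SD, n = 3), a log2 fold change of -1.54 with the combination (standard error 0.04, adjusted p = 7.5e-13). TRIP13 fell by 1.30 (standard error 0.04) and CENPV, which shares 258 exon bases with PIGL on the opposite strand, rose by 0.54 (standard error 0.10) on the log2 scale. All 24 proliferation genes were lower with the combination, with a median of -0.78 (adjusted p = 2.12e-10), and with SEL, with a median of -0.71 (adjusted p = 1.83e-10).
The 11 genes in the table from the panel on epithelial cell proliferation had a median of -0.21 with 4-OHT+SEL and were not past the threshold as a group (adjusted p = 0.0509), with 8 lower and 3 higher. It passed without 4-OHT+SEL replicate 2 (adjusted p = 0.0483), 4-OHT+SEL replicate 3 (0.0414), SEL replicate 1 (0.0489) or SEL replicate 2 (0.0465), in a range over the 20 alternatives from 7.78e-07 to 0.209. With SEL the median was -0.28 (adjusted p = 0.0251). SEMA5A fell by 1.79 (standard error 0.07) and PDCD6 fell by 0.77 (standard error 0.03) with the combination, while SULF2 rose by 1.72 (standard error 0.05), from 3.51 ± 0.342 to 13.8 ± 0.279 RPKM. PDCD6 shares 1266 exon bases with another gene on its own strand, SEMA5A shares 436 with a gene on the opposite strand, and SULF2 shares 459 with NCOA3 on the opposite strand.
The 21 genes from the autophagy panel had a median of 0.30 with 4-OHT+SEL (adjusted p = 0.00135), 0.27 with SEL (adjusted p = 0.00193) and 0.16 with 4-OHT (adjusted p = 0.027), and 17 of them were higher with the combination. PPARGC1A rose by 1.26 (standard error 0.06) and QSOX1 by 0.82 (standard error 0.04), while ZNF681 fell by 0.42 (standard error 0.07). The 33 core autophagy genes had a median of 0.23 with the combination (adjusted p = 0.000361), 0.18 with SEL (adjusted p = 0.00214) and 0.13 with 4-OHT (adjusted p = 9.57e-05). With the combination 27 of them were higher, 20 with an adjusted p-value under 0.05.
The 21 genes from the cell death panel had a median of 0.26 with 4-OHT+SEL and were not past the threshold as a group (adjusted p = 0.22). With the combination 12 were higher and 6 were lower with an adjusted p-value under 0.05 over all genes, or 12 and 7 adjusted over the list alone. RNF144B rose by 1.05 (standard error 0.04) and DAPK3 by 0.78 (standard error 0.05), and EIF5A fell by 0.94 (standard error 0.03).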

Our gene expression analyses indicated that gene sets associated with cell cycle and regulation of epithelial cell proliferation were downregulated, whereas gene sets associated with autophagy and cell death were upregulated (Figure 5A). To validate these results, we performed cell cycle analysis in MCF-7 cells and BT474 cells treated with Veh, 4-OHT, SEL or the 4-OHT+SEL combination. The combination treatment was very effective, particularly in BT474 cells, in reducing ratio of S-phase cells (Figure 5B). We also validated autophagic vacuole formation (Figure 5C,D) and an increase in autophagy related proteins in this cell line (Figure 5E). In addition, we examined different apoptotic caspase activities, PARP cleavage and changes in apoptotic cells in both cell lines. We did not observe any indicator of apoptosis in either of the cell lines at up to 120 h of treatment (Supplementary Figure S3). Finally, treatment of BT474 cells with the autophagy inhibitor chloroquine blocked the 4-OHT+SEL mediated reduction in cell viability (Figure 5F). Together, these results reveal that co-inhibition of ERα-XPO1 leads to autophagic cell death. 

## 4. Discussion 

This study is the first of its kind to report the molecular basis of the effectiveness of the novel combination therapy of 4-OHT and SEL in providing sustained tumor regression for ER (+), Tam-resistant tumors. We showed that individual 4-OHT and SEL treatments increased differential Akt signaling in endocrine-resistant cells, but that the combination prevented this activation. We also reported transcriptional and functional consequences of combined ERα and XPO1 targeting. The combination therapy was the most efficient treatment at reversing the expression of endocrine resistance and metastasis-related gene expression programs. In addition, glycolytic and mitochondrial pathways were targeted by this combination. As a result, the 4-OHT+SEL combination effectively blocked glycolysis and mitochondrial respiration and caused cell death by activating autophagy. Our study is the first documented attempt to define the causal role of metabolic programming in therapy resistant ER (+) tumors and to explore the feasibility of the combined targeting of these pathways to improve the response to endocrine agents and decrease the risk of recurrence. 

Targeting XPO1 together with ERα is clinically relevant for several reason. First, in our published analysis from publicly available tumor datasets [11] and data from patient tumor samples (Figure 1A) mRNA and protein levels of XPO1 were higher in Luminal B subtype tumors, which are more likely to recur on endocrine treatments relative to Luminal A subtype. Second, high XPO1 mRNA expression was associated with a poor outcome in women who were treated with TAM [11]. And last, XPO1 was already being targeted in phase 2 and 3 clinical trials (clinicaltrials.gov) by SEL- a specific, covalent, small molecule orally bioavailable inhibitor of XPO1, to treat patients with hematological and solid cancers [22,23,24,42,43]. SEL is well tolerated with manageable side effects including nausea, fatigue and anorexia that improve over time on treatment. Even in patients that remained on therapy for more than 8 months, no significant cumulative drug toxicities have been identified [15]. Since cancer cells of different tumor types have been shown to be more sensitive to XPO1 inhibition than normal cells [44,45], combining TAM with SEL potentially offers higher efficacy, specificity and lower toxicity for treatment of endocrine resistant, recurrent ER (+) breast cancer. 

We propose that co-targeting ER and XPO1 is an improved therapeutic strategy because inhibiting the proteins in combination caused both a metabolic shift and induced autophagy, which together led to prolonged tumor regression. The combined targeting of ERα and XPO1 overcame TAM resistance, modulated cellular signaling to prevent rewiring of tumor cell metabolism and induced cell death by autophagy (Figure 6). We showed that single or combined targeting of ERα and XPO1 caused differential regulation of Akt phosphorylation. The Akt pathway is a master regulator of cancer cell metabolism [46], components of PI3K/AKT/mTOR pathway are mutated in nearly 25% of breast tumors and are associated with drug responses in ER (+) and ER (−) tumors [47,48,49]. Estrogens stimulate this pathway to regulate migration and invasion of cancer cells characteristic of ER (+) tumors [50,51]. In return, mTOR signaling regulates the expression level and activity of ERα and mTOR acts as a coregulator for ERα [52,53]. Inhibition of PI3K increases ER expression and activity [48,54], and PI3K inhibitor-endocrine agent combinations were tested with minor success in clinical trials to treat women with endocrine resistant disease (NCT01339442, NCT02273973). Akt signaling regulates both aerobic glycolysis and oxidative phosphorylation and impact phenotypic features of tumor cells [55]. Our pathway activation assay showed that two established Akt targets, ENOS [56,57] and PLCγ-1 [58], which are associated with angiogenesis and metastasis [59], had increased phosphorylation levels when cells were treated with SEL only but not with the 4-OHT and SEL combination. A similar pattern of regulation was observed for p53 phosphorylation at Ser15 by SEL and Ser392 by 4-OHT. Interestingly, loss of Ser392 phosphorylation by p70S6K was shown to inhibit autophagy by decreasing expression of ULK1 in the context of oxidative stress [60] whereas the same modification by p38 MAPK activated autophagy [61]. Of note, p38 MAPK phosphorylation was increased only in the 4-OHT+SEL treated cells, which might explain why we observe autophagy only in this treatment condition.

The majority of current research efforts in the therapy resistance field focuses on a delineation of the underlying mechanisms that lead to increased activity of selective signaling pathways. Undoubtedly, interrogating and targeting the end-point kinases in tumors are highly relevant and these studies lead to the development of combination therapies involving PI3K inhibitors or mTOR pathway inhibitors together with endocrine agents. However, resistance to these combination therapies also occurs, and in such cases, the cancer that develops is considerably more aggressive due to hyperactivation of compensatory mitogenic signaling pathways [62]. Moreover, these kinase inhibitors have many adverse side effects. More recently, ERα mutations that decrease sensitivity of the receptor to selective estrogen receptor modulators (SERMs) and selective estrogen receptor degraders (SERDs) were identified in about 15–40% of the metastatic, but not primary, tumors after AI treatment [63,64,65,66,67]. However, in ER (+) metastatic tumors that occur after TAM treatment, such mutations were not identified [68,69,70]. Our proposed treatment approach might prevent/delay the use of AIs and emergence of ESR1 mutations in tumors that recur after endocrine therapies, which is currently a significant clinical challenge.

Our studies described here provide a vast array of novel and important new information that will significantly advance our understanding of adaptive metabolic pathways associated with therapy resistance and cancer cell survival. The nuclear export pathways have not previously been implicated in TAM resistance and given the need for better strategies for selecting patients to receive TAM and improving therapeutic response of relapsed ERα (+) tumors, our results have great potential for uncovering the role of these pathways and their combined targeting in reducing recurrences and deaths due to metastatic ER (+) tumors. We expect our studies to establish a novel and innovative concept of combined targeting of ERα and XPO1 in TAM resistance that has not been previously explored in the field and will advance a new therapeutic strategy to the clinic. Successful translation of our findings to the clinic will change the treatment regimens for already metastasized patients while on TAM by replacing them with ones that are more effective, less toxic, and will positively impact the patient’s survival.

## 5. Conclusions

In conclusion, ERα-XPO1 crosstalk is a driver of TAM-resistance by causing mislocalization of key factors. Co-targeting XPO1 and ERα in endocrine resistant tumors resensitizes tumors to TAM and achieve complete tumor regression by inhibiting cell metabolism and inducing autophagy. However, we do not know if we can combine XPO1 inhibitors with other therapies currently used in the clinics for treatment of metastatic BCas and future preclinical studies are needed to answer these questions.

## Figures and Tables

**Figure 1:**
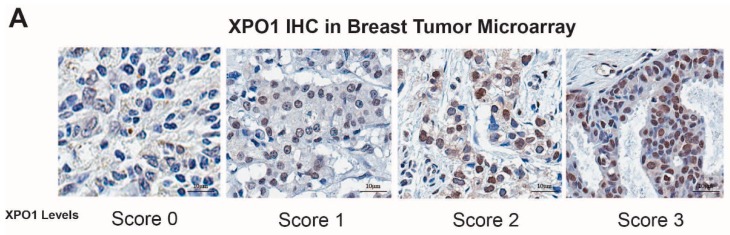

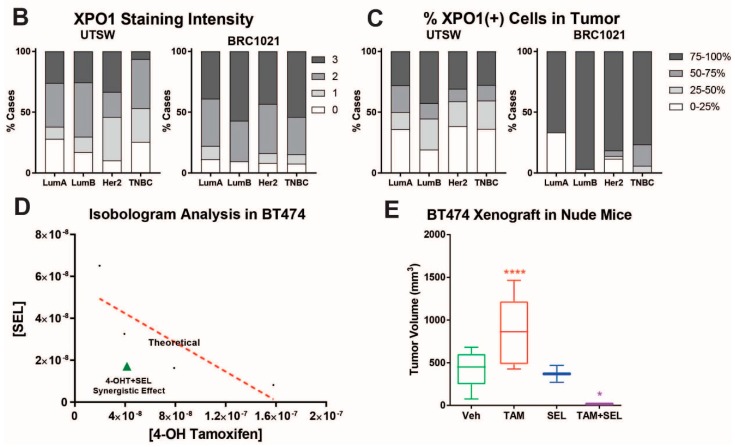
XPO1 is overexpressed in Luminal B breast cancers and targeting XPO1 modulates Akt signaling. (**A**) Verification of XPO-1 protein levels in patient tumor samples (BRC1021 from Pantomics, Inc containing 95 cases with known ER, PR, AR, Her2, p53, EGFR, and Ki67 IHC results). For each core, a score for XPO1 was assigned based on the signal intensity (0 = none, 1 = low, 2 = moderate, and 3 = high). (**B**) XPO1 staining intensity from (**A**). (**C**) Percentage of XPO1 positive cells from (**A**). (**D**) Isobologram analysis of synergy between 4-OHT and SEL in BT474 cells. (**E**) BT474 xenograft experiment showing that combined targeting of ERα and XPO1 provided sustained tumor regression. (Adapted from [11]). * *p* < 0.05, **** *p* < 0.0001

**Figure 2:**
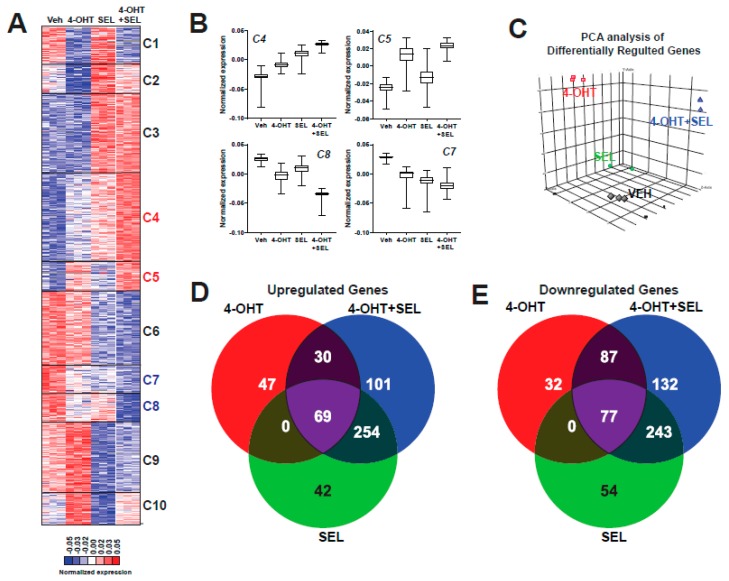
The 4-OHT+SEL combination treatment causes gene expression changes distinct from 4-OHT or SEL treatments alone in TAM resistant cell lines. (**A**) Hierarchical clustering of differentially expressed genes. (**B**) Average expression profiles of clusters that showed differential regulation by the 4-OHT+SEL combination. (**C**) PCA analysis Venn diagram analysis of Upregulated (**D**) and Downregulated (**E**) genes by different ligands.

**Figure 3:**
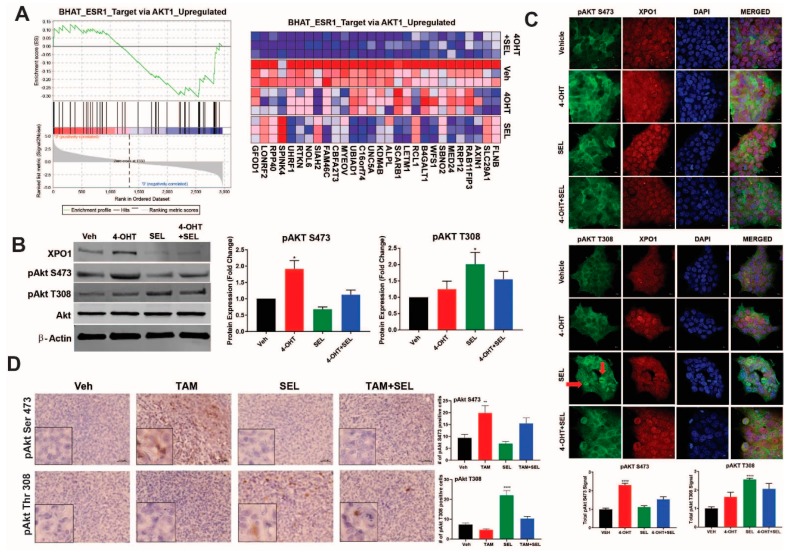
XPO1 inhibition modulates differential Akt phosphorylation in TAM-resistant cells and tumor xenografts. (**A**) GSEA analysis of RNA-Seq data depicting regulation of Akt signaling by the 4-OHT+SEL combination. ERα-XPO1 targeting changed XPO1 and pAkt protein expressions in both TAM-sensitive and TAM-resistant breast cancer cell lines. Western blot analysis (**B**) and immunofluorescence analysis (* *p* < 0.05) (**C**) of BT474 cells treated with 4-OHT (10^−6^ M) and SEL (10^−7^ M) for 24 h alone and in combination. Protein expression was quantified and is shown in bar graphs. A one-way analysis of variance (ANOVA) model was used for statistical significance of treatment effect and values were presented as mean ± SEM from three independent experiments (* *p* < 0.05, ** *p* < 0.01). scale bar = 200 pixels. (**D**) IHC staining of pAkt T308 and pAkt S473 in tumor samples obtained from BT474 xenografts received individual and combined TAM and SEL treatments (from Figure 1C). In the figure, red-brownish staining represents pAkt T308 and pAkt S473 proteins. This figure showed that individual 4-OHT and SEL treatments activated two different phosphorylation sites of Akt protein. The top panel indicated that SEL treatment activated pAkt T308 phosphorylation in BT474 tumor xenografts. The bottom panel showed that TAM treatment activated pAkt S473 phosphorylation in BT474 tumor xenografts. Quantification of positive staining was performed digitally by selecting four independent regions on the sample slides and the results were given in the corresponding graphs. Statistical significance was presented as mean ± SEM by using one-way analysis of variance (ANOVA) model (** *p* < 0.01, **** *p* < 0.0001). scale bar = 20 µm.

**Figure 4:**
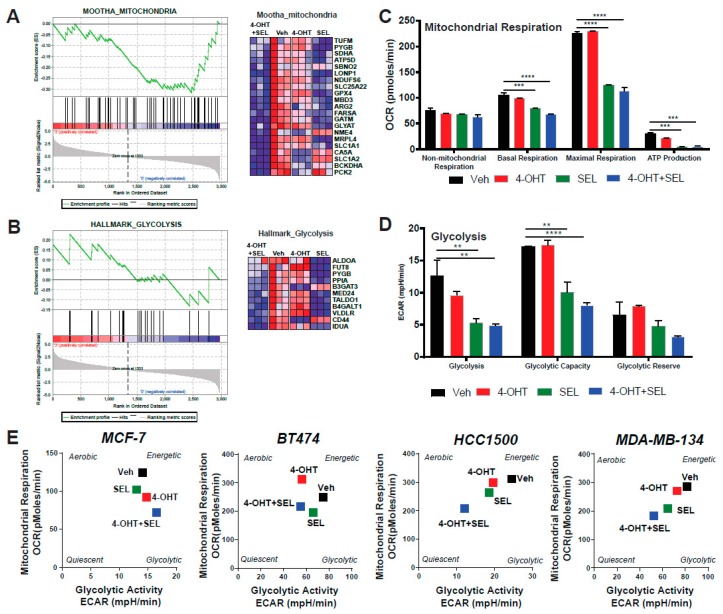
ERα-XPO1 targeting changes the metabolic phenotype of breast cancer cells from an energetic to a quiescent profile. GSEA analysis of RNA-Seq data depicting the regulation of glycolytic (**A**) and mitochondrial respiration (**B**) pathways by the 4-OHT+SEL combination. ERα-XPO1 targeting decreased the glycolytic activity of BT474 cells. Glycolytic functions were determined by the glycolysis stress test. A two-way analysis of variance (ANOVA) model was used for statistical significance of drug treatments alone or in combination and values were presented as mean ± SEM from two independent experiments and all experiments were performed in triplicates. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). (**C**,**D**) ERα-XPO1 targeting decreased the mitochondrial activity of BT474 cells. Mitochondrial activity parameters were measured by the mitochondrial stress test. A two-way analysis of variance (ANOVA) model was used for statistical significance calculations and values were presented as mean ± SEM from three independent experiments (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). Some key parameters of mitochondrial function (Basal respiration, proton leak, maximal respiration, spare respiratory capacity, non-mitochondrial respiration, ATP production, coupling efficiency and spare respiratory capacity) were calculated and presented for each treatment conditions. (**E**) Cell phenotype assay resulted in MCF-7, BT474, MDA-MB-134 and HCC1500 cells, which were treated with 4-OHT (10−6 M) and SEL (10−7) M for 24 h alone, for 24 h alone and in combination. Changes in metabolic profile was determined by measuring oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) under basal and stressed conditions with the cell phenotype assay. Values are presented as ± SEM from three independent experiments.

**Figure 5:**
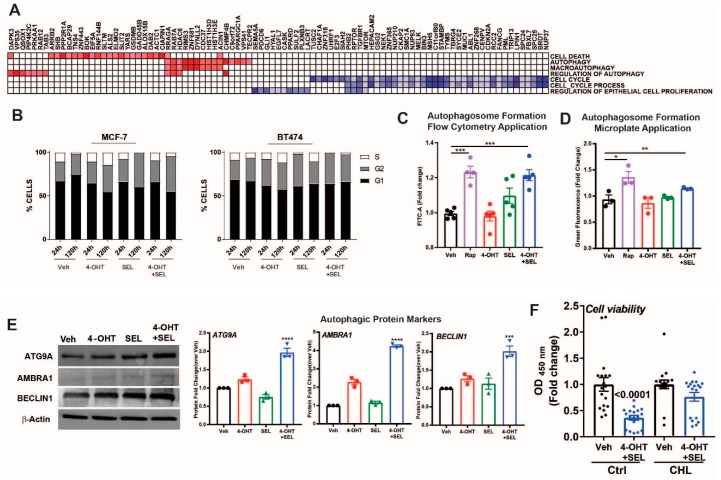
ERα-XPO1 targeting induces autophagic cell death. (**A**) GSEA analysis of cell proliferation and death pathways regulated by the 4-OHT+SEL combination treatment. (**B**) Cell cycle analysis after Veh, 4-OHT, SEL or 4-OHT+SEL treatments in MCF-7 and BT474 cells. LC3-II specific protein expression increased in TAM-resistant BT474 cells in a 24-h period. Comparison of the autophagic markers in BT474 cells treated with 4-OHT (10^−^^6^ M) and SEL (10^−^^7^ M) alone and in combination for 24 h. Autophagosome formation was detected with a colorimetric method (**C**) which measures the level of green fluorescent-labeled LC3-II specific signal or by FACS analysis of the cells after staining with antibodies specific for LC3-II (**D**). Rapamycin (50 nM) was used as a positive control for autophagy detection. A one-way analysis of variance (ANOVA) model was used for statistical significance of treatments. The experiment was performed in triplicates and values were presented as mean ± SEM from two independent experiments (*** *p* < 0.001). (**E**) The western blot analysis showed that the level of autophagic protein markers are higher in BT474 cells treated with both 4-OHT (10^−6^ M) and SEL (10^−7^ M) compared to those treated with individual 4-OHT+SEL treatment. BT474 cells were seeded at a density of 1 × 10^5^ cells/well and treated with 4-OHT (10^−6^ M) and SEL (10^−7^ M) alone and in combination. Protein expressions of autophagic proteins (ATG9A, AMBRA, ULK1 and Beclin-1) were detected with target specific antibodies at 1:1000 dilution. Protein signal was quantitated using Licor Odyssey. A one-way analysis of variance (ANOVA) model was used for statistical significance of treatment and values were presented as mean ± SEM from three independent experimental repeats. (**F**) Autophagy inhibitor chloroquine inhibited 4OHT+SEL induced decrease in cell viability. One-way analysis of variance (ANOVA) model was used for statistical significance of treatments. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 6:**
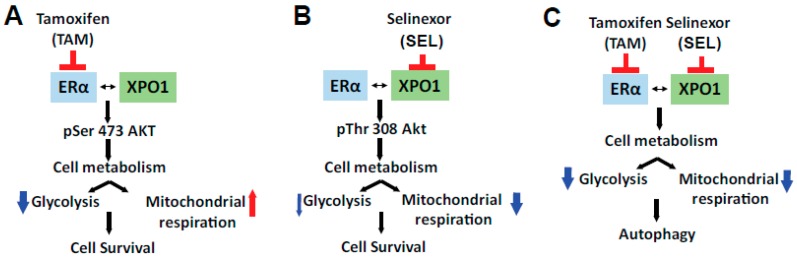
Molecular mechanism of sustained tumor regression by combined ERα-XPO1 targeting.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/11/4/479/s1, Figure S1: Analysis of gene functional groups associated with different ligand treatments, Figure S2: Regulation of signaling pathways by 4-OHT and SEL, Figure S3: Combined ERα-XPO1 targeting cause apoptosis neither in MCF-7 nor in BT474 cells.

How the deposited data were processed for this re-analysis (not part of the article)

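RNA from BT474 cells was sequenced after 24 h with Veh, 4-OHT, SEL or 4-OHT+SEL, in 3 samples per group and 12 in all. The labels describe stranded, single-end libraries. The authors trimmed the reads with Trimmomatic, aligned them to the GRCh37 genome of Ensembl with STAR, counted them per gene with SUBREAD, and carried out quality control and normalization in R with edgeR. The values deposited by the authors are RPKM, a unit inferred from the values, which move in whole steps per sample that are inversely proportional to gene length. Reads were divided by gene length and by the library total, and no scaling factor between samples was visible. Whole reads were recovered for 100% of the values. The options of the authors' counting and their filter on genes are not stated in the paper's text, so values of genes that share exon bases with another gene are uncertain. The deposited table is divided into 12271 genes above a line on genes without significance and 1767 below it, and all 14038 were tested. Gene symbols, coordinates, shared exon bases and GC content came from an annotation of the same genome build, which held 13705 of the identifiers. Of these genes, 2223 had the same length in it as recovered from the values. Shared exon bases can therefore differ from those of the gene models that the authors counted.

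All values were analysed as log2(RPKM + 1), with a pseudocount of 1 and no filter on low values. A linear model over the 4 groups was fitted in limma (version 3.58.1, R 4.3.3) with a trend of variance on mean expression and no covariates. The 6 comparisons were each treatment against Veh, 4-OHT+SEL against each single agent, and the interaction. Genes were called at a fold change over 1.5 and a Benjamini-Hochberg adjusted p-value under 0.05. The analysis was planned for counts or for normalized values, and the tests for normalized values were used since the table holds RPKM. Between 22015113 and 29436464 reads per sample lay on the genes of the table. A gene whose samples in a group all held 3 reads or fewer was treated as at the floor, and its fold against that group is a lower bound.

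Called genes were clustered by average linkage on the Pearson correlation into 10 clusters. Principal components were computed without scaling, and the separation of groups was tested by 100000 permutations of the labels. The 14 gene lists were tested with limma's camera at a preset correlation of 0.01. They are the 7 lists read from Fig. 3A, Fig. 4 and Fig. 5A (ERα targets raised by AKT1, mitochondria, glycolysis, cell death, autophagy, cell cycle and epithelial cell proliferation) and 7 lists written from general knowledge (ERα targets, proliferation, core autophagy, glycolytic enzymes, nuclear oxidative phosphorylation, p53 targets and sterol synthesis). The samples, tests, lists and first set of alternatives were chosen before the data were examined. Genes are named by a rule. It takes every gene named in the paper's text, the 2 genes of each list from a figure with the largest change in the stated direction and the 1 farthest in the other direction, the 3 largest rises and falls of each treatment against Veh on the log2(RPKM + 1) scale among called genes whose treated samples all lay outside the range of Veh, and the 3 called genes with the smallest p-value for the interaction. ELOVL2, YIF1A, JRK, MT-RNR1 and MT-RNR2 were named after their values were seen. Some genes that the rule takes are not reported here.

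The alternatives were limma without the trend, quantile normalization, only genes with a mean log2 value of at least 1, a pseudocount of 0.1, an unadjusted p-value under 0.05, an adjusted p-value under 0.01, a fold change over 2 or no fold change threshold, only the groups compared, the replicate number as a block, each sample left out in turn, other clusterings and scalings of the principal components, and fry or an estimated correlation for the lists. After the data were seen, trimmed-mean scaling, voom on the recovered reads and removal of a trend over GC content and gene length were added. Relations between treatments were compared with 25 simulations of each model. The code was tested on simulated data in which 200 of 14038 genes were changed, and it called 118 of 124 genes changed at least 2-fold and 0 of 13838 unchanged genes. For the interaction it called 50 of 50 changed and 0 of 13988 unchanged genes. The changed genes were drawn from those with a mean log2 value of at least 1, so recovery of genes with lower values was not tested. Of 100 random lists, camera gave 2, fry 5 and the estimated correlation 1 with a p-value under 0.05. Genes of these lists were simulated independently, so the counts do not cover lists of genes that move together. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used for the recovery of reads, tables and figures. The gene sets of the paper's GSEA, and its protein, respiration and xenograft measurements, were not analysed here.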

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

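All tests in this part were chosen only after the result was seen, apart from those planned before the data were examined. The planned ones were the limma fits, the camera tests of the lists and the first set of alternatives. Their use as tests of explanations was chosen afterwards. The design names a biological explanation for each pattern, the treatments themselves. It stays open as untested where a technical explanation is argued against.

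For 44 genes, a test of the interaction showed that the change with 4-OHT+SEL differed from the sum of the changes with 4-OHT and with SEL. Simulations of a plain sum gave 3 such genes, which argues against noise that is independent between genes and samples. Of the 44 genes, 44 stayed past the adjusted p-value in the same direction under trimmed-mean scaling and 43 of the 43 with an annotated GC content did so with the trend over GC content and gene length removed, which argues against library scaling and against GC content or gene length. In 2 of 100 drawn splits of the 12 samples, the real one included, as many genes were called, but such splits carry the changes of the treatments into each group and decide nothing about chance. With voom on the recovered reads, 31 of the 31 genes below the sum kept their direction and 28 stayed past the adjusted p-value, which argues against compression of low values by the pseudocount for these 28. Of the 13 genes above the sum, 10 kept their direction and 6 stayed past the adjusted p-value with voom. With a pseudocount of 0.1, 31 of the 31 and 13 of the 13 kept their direction, and 28 and 9 stayed past it. For the 13 genes as a group, compression cannot be told apart from an effect of the combination, since the settings lose part of them. Separate doses of the combination are not stated. A dose unlike that of the single agents was not tested and stays open for each departure from the sum in this part.

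The called genes with the smallest p-values for the interaction were PGR (-0.75), KLK12 (1.53) and MAN1A1 (-0.86). PGR and MAN1A1 stayed below the sum with voom on the recovered reads (-0.80 and -0.97) and under quantile normalization (-0.76 and -0.87), which argues against compression of low values and library scaling. PGR shares 737 exon bases, MAN1A1 79 and KLK12 160 with genes on the opposite strand. KLK12 had at most 2 reads in each sample of 4-OHT+SEL and was at least 98.3-fold lower than in Veh. With voom its interaction was -0.93, so compression of low values by the pseudocount may account for its place above the sum.

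As a group, the ERα target genes lay below the sum of the single agents, with a median interaction of -0.38 in 14 of 18 genes below (camera in limma, adjusted p = 1.13e-09, from 9.79e-13 to 0.00333 over the alternatives). The median was -0.42 under quantile normalization, -0.50 with voom and -0.39 with the GC and length trend removed, and with an estimated correlation between genes the adjusted p was 0.00333. These values argue against scaling, compression, GC content or gene length, and genes moving together. Of the 18 genes, 11 lay below the sum and 1 above with an adjusted p-value under 0.05, and fry, which keeps the correlation between genes, gave 3.32e-06, which argues against noise shared by the genes. In the simulations of a plain sum the median of the list did not fall under -0.05, which argues against noise that is independent between genes. As large a result came from 11 of 100 drawn splits, but these carry the changes of the treatments into each group and decide nothing about chance. A place below the sum is not by itself a fall beyond 4-OHT alone. In the direct comparison with 4-OHT, 11 of the genes were lower and 7 higher (median -0.04, or -0.20 with ELOVL2 at its bound). The list was not past the threshold of camera there (adjusted p = 0.332) and passed under fry (1.18e-05). With SEL alone, 7 genes were higher and 2 lower with an adjusted p-value under 0.05.

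The proliferation genes lay above the sum, with a median of 0.19 and 22 of 24 genes above (camera in limma, adjusted p = 1.89e-10, from 9.79e-13 to 0.0814 over the alternatives). The median was 0.15 under quantile normalization and 0.18 both with voom and with the GC and length trend removed, which argues against these as the whole cause. In the simulations of a plain sum the median of the list did not exceed 0.03, which argues against independent noise. As large a result came from 2 of 100 drawn splits, which decide nothing for the same reason. Of the 24 genes, 7 lay above the sum with an adjusted p-value under 0.05 (15 adjusted over the list alone), and fry gave 0.00197, which argues against noise shared by the genes. With an estimated correlation the adjusted p of camera was 0.0814, so that for the question whether the list departed more than other genes, genes moving together cannot be told apart from an effect of the combination. The core autophagy genes lay below the sum by a median of -0.05 (27 of 33 genes; adjusted p = 0.0366, from 0.0126 to 0.19 over the alternatives). This result lost its threshold with an estimated correlation (0.19) and without 4-OHT replicate 1 (0.0803) or 2 (0.0784), 4-OHT+SEL replicate 2 (0.063) or 3 (0.0648), SEL replicate 1 (0.0562) or 2 (0.067), or Veh replicate 1 (0.0751) or 2 (0.0519). The simulations of a plain sum gave medians down to -0.03, which argues against independent noise. With fry the adjusted p was 0.0404, near the threshold, and the interactions of the genes ranged from -0.17 to 0.11, so that noise shared by the genes cannot be told apart from an effect of the combination. As large a result came from 35 of 100 drawn splits.

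Sterol synthesis is not discussed in the paper's text. Its 21 genes fell with SEL by a median log2 fold change of -0.34 (20 of 21 lower; camera in limma, adjusted p = 4.75e-05, from 3.66e-06 to 0.179 over the alternatives) and with 4-OHT+SEL by one of -0.26 (17 of 21 lower; adjusted p = 0.00214, from 1.09e-05 to 0.271). Under quantile normalization the medians were -0.27 and -0.22, and with the GC and length trend removed -0.32 and -0.25, which argues against both as the whole cause. With SEL, 18 of the genes were lower with an adjusted p-value under 0.05, over all genes and adjusted over the list alone, and with 4-OHT+SEL 17 were lower and 3 higher (17 and 4 adjusted over the list alone). Under fry, which keeps the correlation between genes, the adjusted p was 3.66e-06 and 1.09e-05, which argues against noise shared by the genes as the source of the fall. With an estimated correlation the adjusted p of camera was 0.179 and 0.271, so that for the question whether the list fell more than other genes, genes moving together cannot be told apart from an effect of SEL. As large a result came from 2 and 3 of the 10 splits of the samples compared.

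Mitochondrial genes, which the paper's text does not report on by share of reads, took 10.91 ± 0.13% of the reads in Veh (SD, n = 3), 11.57 ± 0.08% with 4-OHT, 12.81 ± 0.24% with SEL and 13.02 ± 0.58% with 4-OHT+SEL. Each treatment lay above Veh in 3 of 3 samples (exact permutation test, 2-sided p = 0.1, the smallest that 3 against 3 allow). Library size is argued against, since the share ranged over 0.23 percentage points among Veh libraries from 22015113 to 29436464 reads. Carry-over of ribosomal RNA alone is argued against, since the protein-coding mitochondrial genes gained 1.17 percentage points with 4-OHT+SEL and MT-RNR1 and MT-RNR2 gained 0.94. An equal rise of all mitochondrial transcripts is argued against, since the protein-coding genes had a median log2 fold change of 0.14 and MT-RNR1 of 0.56. With 4-OHT the median of the protein-coding genes was -0.02, with 5 of 13 higher, so that its larger share does not come with a rise of most of these genes on the log2 scale. With trimmed-mean scaling and with voom the median was -0.05 with 4-OHT, 0.13 with 4-OHT+SEL and 0.15 with SEL. Under quantile normalization, which sets the highest values by rank, it was 0, 0 and -0.08.

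On the log2(RPKM + 1) scale, the largest changes of single genes lay outside the genes that the paper's text discusses. With 4-OHT these were the falls of TFF1 (-4.50), SUSD3 (-2.97) and GREB1 (-2.93) and the rises of TP53INP2 (1.85), CBLN2 (1.73) and PSCA (1.58). With SEL, CNIH2 (-2.07), RRM2 (-2.04) and APLP1 (-2) fell, and NGFR (3.39), UCA1 (3.35) and DUSP15 (2.65, fitted, with Veh at the floor) rose. With 4-OHT+SEL, TFF1 (-5.94), TCN1 (-4.20) and GREB1 (-3.63) fell, and NGFR (3.61), UCA1 (3.05) and PSCA (2.93) rose. All 18 changes stayed past the adjusted p-value in the same direction under each of 4 other settings, and the smallest was 1.57 in size with the GC and length trend removed, which argues against library scaling and GC content or gene length. Reads of an overlapping gene are argued against for CNIH2, whose partner YIF1A changed by -0.44 with SEL, and for PSCA, whose partner JRK changed by 0.41 with 4-OHT+SEL. For UCA1, NGFR, APLP1 and DUSP15 this was not tested.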

How the results depend on the processing

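No tests of explanations were made in this part, and the causes of the changes below were not tested unless stated. The 8 counts of called genes (7 with only the groups compared, where the interaction was not run) stayed within 1.5 times their value under limma without the trend, quantile normalization, the filter on mean log2 values, an unadjusted p-value, an adjusted p-value under 0.01, only the groups compared, and each sample left out in turn, and under trimmed-mean scaling and removal of the GC and length trend, both added after the data were seen. With each sample left out they were 479 to 506 (4-OHT), 1321 to 1354 (SEL), 2309 to 2334 (4-OHT+SEL), 1267 to 1316 (4-OHT+SEL against 4-OHT), 429 to 466 (4-OHT+SEL against SEL) and 39 to 47 (interaction). In the same order, a pseudocount of 0.1 gave 1082, 2657, 3816, 2551, 978 and 99 genes, and voom on the recovered reads, also added after the data were seen, gave 1301, 2937, 4123, 2839, 1146 and 129. Both raise the fold changes of genes with few reads by construction. A fold change over 2 gave 109, 295, 678, 276, 122 and 1 (KLK12), with 162 genes up and 181 down only in 4-OHT+SEL, and no fold change threshold gave 6376, 8937, 9938, 8890, 5418 and 422.

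Of the 42 tests of lists against Veh, 42 kept their side of the threshold under trimmed-mean scaling. Under quantile normalization the adjusted p of the glycolytic enzymes with 4-OHT was 0.0875, of oxidative phosphorylation with SEL 0.0502 and of epithelial cell proliferation with 4-OHT+SEL 0.045. With the filter on mean log2 values, which leaves fewer genes, glycolysis in Fig. 4 with SEL was at 0.0606. With voom, the p53 targets with 4-OHT were at 0.0407, the ERα targets with SEL at 0.0432 and epithelial cell proliferation with 4-OHT+SEL at 0.041, and with the GC and length trend removed the p53 targets with 4-OHT were at 0.0477. With each sample left out in turn, the adjusted p ranged from 0.00556 to 0.0537 (without Veh replicate 1) for the glycolytic enzymes with 4-OHT and from 0.0456 (without Veh replicate 1) to 0.103 for the p53 targets with 4-OHT. It ranged from 0.00452 to 0.0651 (without SEL replicate 1) for oxidative phosphorylation with SEL, and from 0.0414 (without 4-OHT+SEL replicate 3) to 0.0737 for epithelial cell proliferation with 4-OHT+SEL.

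Under fry, which tests whether a list changed at all, 9 more passed: glycolysis in Fig. 4 with 4-OHT (0.029), cell death with 4-OHT (5.56e-05), SEL (0.0034) and 4-OHT+SEL (2.12e-06), the p53 targets with 4-OHT (9.46e-06), SEL (0.00236) and 4-OHT+SEL (6.27e-07), the ERα targets with SEL (1.94e-06) and epithelial cell proliferation with 4-OHT+SEL (7.78e-07). With an estimated correlation, 29 no longer passed. In the order 4-OHT, SEL and 4-OHT+SEL, the adjusted p was 0.0865, 0.248 and 0.0817 for the ERα targets raised by AKT1, 0.141, 0.178 and 0.0985 for mitochondria, 0.0885, 0.053 and 0.053 for the autophagy panel, 0.167, 0.111 and 0.0885 for the cell cycle, 0.0566, 0.0566 and 0.0566 for proliferation, 0.053, 0.0622 and 0.053 for core autophagy, 0.2, 0.0692 and 0.0622 for the glycolytic enzymes and 0.266, 0.453 and 0.314 for oxidative phosphorylation. With SEL and 4-OHT+SEL it was 0.0885 and 0.0622 for the glycolysis panel, and 0.179 and 0.271 for sterol synthesis, and with SEL it was 0.176 for epithelial cell proliferation. The setting estimates the correlation from 12 samples.

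Samples share replicate numbers, but the numbers were not found to pair them: in 18 pairs with the same number, the correlation of deviations from the group means ranged from -0.18 to 0.08 (median -0.03). With the replicate block, 480, 1322, 2310, 1284, 441 and 44 genes were called, and 42 of the 42 list tests against Veh kept their side.

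The interaction of KLK12 reversed with voom, from 1.53 to -0.93, where it was not past the threshold; its 4-OHT+SEL samples lie at the floor. Of 4256 values of the 56 named genes under the alternatives, 4182 kept direction and side, 42 no longer passed, 31 newly passed and 1 reversed. Among the other results, 45 sets of called genes moved over 1.5 times, and of the list tests in the other comparisons 34 no longer passed and 10 newly passed. The clusters beyond both single agents held 2267 to 2508 genes under other clusterings, and the pseudo-F of the groups ranged from 27.2 to 77.1 under other settings. Depth limits the values of genes at the floor of 3 reads (KLK12, DUSP15 and ELOVL2), whose folds are lower bounds.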

Differences from the paper's values

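No tests of explanations were made in this part. The paper's text reports 101 genes raised and 132 lowered by the combination and by neither single agent, against 501 and 432 here. None of the 22 alternatives set before the data were examined brought the raised genes within 1.5 times the paper's value (162 to 664). For the lowered genes, a fold change over 2 did (181), and the other 21 did not. The settings added after the data were seen did not either. Voom on the recovered reads gave 593 raised and 617 lowered, trimmed-mean scaling 445 and 478, and removal of the GC and length trend 479 and 428.

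The other values were read by eye from the Venn diagrams. Genes raised by 4-OHT alone were about 47 in Fig. 2D and 75 here. Quantile normalization and the filter on mean log2 values came within 1.5 times, and the other 20 planned settings did not. Of the settings chosen after seeing the values, trimmed-mean scaling (66) and removal of the GC and length trend (68) also came within. Voom on the recovered reads (216) did not. Genes raised by 4-OHT and the combination were about 30 in Fig. 2D and 69 here, and those raised by SEL and the combination were about 250 in Fig. 2D and 449 here, and none of the alternatives set before the data were examined closed either gap. Genes raised by all treatments were about 69 in Fig. 2D and 43 here; quantile normalization and 5 of the 12 fits that each left out a sample came within, and the others did not. Genes lowered by SEL alone were about 54 in Fig. 2E and 134 here, and those lowered by SEL and the combination were about 240 in Fig. 2E and 561 here, and none of the alternatives closed either gap. Genes lowered by 4-OHT and the combination were about 87 in Fig. 2E and 184 here; only a fold change over 2 came within.

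The paper's text states that 4-OHT raised genes of cell cycle pathways and lowered genes of apoptosis. Here the cell cycle list had a median log2 fold change of -0.13 and the proliferation list one of -0.33 with 4-OHT, and the cell death list had one of 0.12. It also states that SEL lowered apoptosis genes, where the cell death list had a median of 0.03. These are other lists than the paper's gene sets. It states that epithelial cell proliferation fell and cell death rose, where these lists were not past the threshold with 4-OHT+SEL (medians -0.21 and 0.26); fry brought both past it (7.78e-07 and 2.12e-06, with ranges over the alternatives from 7.78e-07 to 0.209 and from 2.12e-06 to 0.438). For the lists read from Fig. 3A, Fig. 4 and Fig. 5A, a single direction was taken for each panel. With 4-OHT+SEL, some genes moved here in the direction opposite to that of their panel. The farthest of each list were MED24 (0.39), FAM46C (0.41), ARG2 (0.70), SULF2 (1.72) and CENPV (0.54), in panels taken as falling. EIF5A (-0.94) and ZNF681 (-0.42) were the farthest in panels taken as rising. Higher than in Veh were 1 of 11 glycolysis genes, 2 of 24 ERα targets raised by AKT1 and 2 of 17 mitochondrial genes. So were 3 of 11 genes of epithelial cell proliferation and 11 of 38 cell cycle genes. Lower were 9 of 21 cell death genes and 4 of 21 genes of the autophagy panel.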

Other observations

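All tests in this part were chosen only after the result was seen, apart from those planned before the data were examined. The planned ones were the limma comparisons, the camera tests of the lists, the permutation test of the groups and the first set of alternatives. A hypothesis was that genes called only with 4-OHT+SEL are those whose single-agent changes add up past the threshold. In 25 simulations of a plain sum, 500 genes (471 to 520) were called up only in the combination, against 501 observed, so a plain sum may account for their number. It gave 519 down (498 to 546), against 432 observed, and 2454 genes called with the combination (2428 to 2480), against 2310. The observed counts depended on the scaling. Trimmed-mean scaling gave 445 up and 478 down, quantile normalization 481 and 450, and removal of the GC and length trend 479 and 428. Simulated counts are given for the main scaling only, so the difference between up and down is not settled. On the main scaling, a plain sum leaves the genes called down, and the interaction of 422 genes past the adjusted p-value, in part unexplained. In drawn splits of the 12 samples, 3 of 100 gave as many genes only up and 4 of 100 as many only down.

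For the comparisons of 3 against 3 samples there are 10 splits, so that the share cannot fall under 0.1 and these splits decide nothing. The number of called genes was reached by 1 of the 10 splits in each of the 5 comparisons. Other values argue against noise that is independent between samples as the source of the called genes. In simulations without any effect, noise was drawn apart for each sample and gene. They called 0 genes (0 to 1) in the treatments against Veh, where 2588 were observed. A 1-sided permutation test of the labels of the 12 samples over all genes gave p = 9e-05 for the separation of the groups. Neither can exclude a difference other than the treatment that the 3 samples of a group share, since it would follow the same labels. For the lists, in the order ERα targets raised by AKT1, mitochondria, glycolysis in Fig. 4, cell death, autophagy in Fig. 5A, cell cycle, epithelial cell proliferation, ERα targets, proliferation, core autophagy, glycolytic enzymes, oxidative phosphorylation, p53 targets and sterol synthesis, as large a result came from 1, 3, 5, 2, 1, 2, 9, 1, 1, 1, 5, 4, 3 and 9 of the 10 splits with 4-OHT. With SEL it came from 4, 2, 1, 4, 1, 1, 3, 3, 1, 1, 1, 5, 3 and 2, and with 4-OHT+SEL from 1, 1, 1, 2, 1, 1, 3, 1, 1, 1, 1, 5, 2 and 3. For the interaction of the lists, in the same order, it came from 82, 89, 79, 96, 93, 54, 61, 11, 2, 35, 99, 55, 90 and 89 of 100 drawn splits. These drawn splits carry the changes of the treatments into each group, so that they decide nothing either.

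The tests of lists against Veh not given elsewhere were sterol synthesis with 4-OHT (median log2 fold change 0.03, limma's camera, adjusted p = 0.736), epithelial cell proliferation with 4-OHT (0.01, adjusted p = 0.97) and the p53 targets with 4-OHT+SEL (0.20, adjusted p = 0.156, with 13 of 20 genes higher). Between 4-OHT+SEL and SEL, camera passed proliferation (median -0.09, adjusted p = 0.000246), core autophagy (0.10, 0.00629) and the autophagy panel (0.13, 0.0204). The cell cycle (-0.05, 0.0204) and p53 targets (0.15, 0.0322) also passed. With an estimated correlation, none of these did. Cell death (0.193), epithelial cell proliferation (0.663) and sterol synthesis (0.663) did not pass. Other tests against 4-OHT are not given. The interaction of the 11 lists not flagged for it had an adjusted p from 0.169 to 0.945. That of oxidative phosphorylation (median 0.02, adjusted p = 0.169) passed without 4-OHT replicate 1 (0.0299), SEL replicate 3 (0.00623) or Veh replicate 3 (0.0136), in a range over the alternatives from 0.00623 to 0.979.

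XPO1 mRNA changed by -0.13 with 4-OHT, 1.17 with SEL and 1.18 with 4-OHT+SEL on the log2 scale, and shares 727 exon bases with a gene on the opposite strand. With 4-OHT+SEL, ESR1 changed by -0.43, AKT1 by -0.46, AKT2 by 0.05, MTOR by -0.73, ERBB2 by 0.47, FGFR1 by 0.22, BECN1 by 0.47, MAP1LC3B by 0.62, ULK1 by 0.22, ATG9A by 0.02 and AMBRA1 by 0. NOS3, below the line in the table, changed by 0.03 with 4-OHT+SEL. Exon bases are shared with other genes by AKT1 (663), BECN1 (1095), ATG9A (1833) and MAP1LC3B (60), among others.

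Of the genes above the line on significance in the deposited table, 92.1% had an adjusted p-value under 0.05 in an F-test over the groups, against 12.2% of those below it. All 2588 genes called with a treatment lay above the line and 0 below it, where 104 genes had an adjusted p-value under 0.05 in some treatment without the fold change.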
